# Neuronal Bmal1 regulates retinal angiogenesis and neovascularization in mice

**DOI:** 10.1038/s42003-022-03774-2

**Published:** 2022-08-06

**Authors:** Vijay K. Jidigam, Onkar B. Sawant, Rebecca D. Fuller, Kenya Wilcots, Rupesh Singh, Richard A. Lang, Sujata Rao

**Keywords:** Angiogenesis, Circadian rhythms

## Abstract

Circadian clocks in the mammalian retina regulate a diverse range of retinal functions that allow the retina to adapt to the light-dark cycle. Emerging evidence suggests a link between the circadian clock and retinopathies though the causality has not been established. Here we report that clock genes are expressed in the mouse embryonic retina, and the embryonic retina requires light cues to maintain robust circadian expression of the core clock gene, Bmal1. Deletion of Bmal1 and Per2 from the retinal neurons results in retinal angiogenic defects similar to when animals are maintained under constant light conditions. Using two different models to assess pathological neovascularization, we show that neuronal Bmal1 deletion reduces neovascularization with reduced vascular leakage, suggesting that a dysregulated circadian clock primarily drives neovascularization. Chromatin immunoprecipitation sequencing analysis suggests that semaphorin signaling is the dominant pathway regulated by Bmal1. Our data indicate that therapeutic silencing of the retinal clock could be a common approach for the treatment of certain retinopathies like diabetic retinopathy and retinopathy of prematurity.

## Abstract (web summary)

Silencing of the retinal clock through targeting neuronal Bmal1 could constitute an approach to treating some forms of retinopathy.

## Introduction

All living organisms have an internal time-keeping mechanism that controls behavioral and physiological responses in anticipation of daily changes in the environment. In mammals, a central pacemaker clock within the suprachiasmatic nucleus (SCN) coordinates alignment between external time-giving cues such as the day–night cycle with multiple peripheral oscillators throughout the body. These oscillators or peripheral clocks regulate gene transcription to alter tissue function and thus remain in phase with the central oscillator. At the molecular level, this is achieved through the activity of the core clock genes that maintain autoregulatory feedback loops in which the oscillating outputs regulate their expression. The product of clock genes Bmal1 and clock (or its paralog NPAS2) drive the expression of the negative regulator *Per1-3* (Period 1–3) and *Cry1-2* (Cryptochrome 1–2). The CRY/PER heterodimers inhibit CLOCK/BMAL1 transcriptional activity and expression. Fine-tuning and reinforcement of this core loop are ensured by additional mechanisms and, importantly, by posttranslational events, such as phosphorylation/dephosphorylation, which regulate nucleocytoplasmic shuttling and degradation of clock proteins. This self-sustained process has an approximate period of 24 h (circa) and, by driving gene expression, sets the rhythms of cellular activity. How this translates into well-synchronized functions of cells within tissues or organs remains to be investigated.

The mammalian retina also contains an autonomous circadian system that functions independently of the SCN^1–5^. The retinal clock regulates various aspects of retinal physiology critical for processing of visual information and thus optimizing retinal activity with the diurnal changes in light intensity. However, it is not clear when the retinal circadian system is functional^6,7^, though some impacts of clock function on retinal development has been described^8–10^. The retinal clock can be entrained by light both in vitro and in vivo, suggesting that light plays a critical role in the regulation of the retinal clock.

The developing retina is photoreceptive before any visual phototransduction can occur due to the expression of several light-sensitive opsins. We and others have shown that these opsins regulate critical developmental pathways required for visual function^11,12^. The retina is also highly vascularized with an inner and outer retinal vasculature to support the high metabolic demands of neuronal activity. Retinal angiogenesis is dependent on the retinal ganglion cells and in mice lacking RGCs, the retina remain avascular^13^. However, it is not known if this phenotype is due to the loss of molecular cues that are derived from the activity of the retinal ganglion cells or due to loss of a scaffolding substrate that is required for the growth of the vessels. In this study we investigated whether a retinal neuronal clock can drive developmental and pathological angiogenesis by genetically deleting Bmal1 and Per2 from the developing retina. Our study establishes a role for the neuronal light driven clock in regulation of retinal angiogenesis and further supports the idea that the neuronal clock but not the endothelial clock is an important mediator of pathological angiogenesis. Thus, these studies suggest that the clock genes are a good therapeutic targets for the treatment of diseases like retinopathy of prematurity and other proliferative retinopathies.

## Results

### Rhythmic expression of circadian clock genes in the embryonic mouse retina is light dependent

To assess whether core clock genes are expressed in the fetal retina, transcript levels of clock genes Bmal1, Per2, Clock, and Cry1 were measured over 24 h starting at embryonic day E16 (E16) (Fig. 1a–f). We performed a cosinor fit model analysis to determine whether there was any significant 24-h variation in the expression of these clock genes (Fig. 1a–e). The transcript levels for Bmal1 (*p* = 0.0030) (Fig. 1a) and Cry1 (*p* = 0.0348) (Fig. 1d) oscillate robustly over 24 h. To assess if the transcriptional oscillation persists under constant conditions, we placed the pregnant dams in constant darkness (DD) (12D:12D) at E13 and harvested the embryonic retina at E16. Under these conditions, the oscillations of Bmal1 and Cry1 transcripts in the embryonic retina was completely abolished (Fig. 1a–d). The expression of Per2 and clock transcript was similar in the LD and DD group. The effect of DD on rhythmicity as well as other parameters like mesor, amplitude, and acrophase was examined and compared to LD conditions. Bmal1 (*p* = 0.019) transcripts show a significant reduction in amplitude, while Cry1 (*p* = 0.056) though reduced, is not significant (Fig. 1e). Furthermore, the acrophase for the Cry1 and Clock transcript is shifted with a delay in Bmal1 and Per2. To validate the transcriptional data, retinal lysates from the embryo were probed with a BMAL1 antibody. BMAL1 protein is detected in the retina at E16; however, due to the low amount of overall protein, it was difficult to assess whether the protein levels oscillate over 24 h (Fig. 1f). Bmal1 transcript remains significantly lower in the retina even at postnatal day. Interestingly, whether the animals are kept in constant darkness (from E13-E16) or constant light (from E15-P4.5), Bmal1 expression is always reduced compared to the LD control (Fig. 1g, h). Thus, our data suggest that in the developing retina, Bmal1 expression is dependent on the environmental light.

**Fig. 1:**
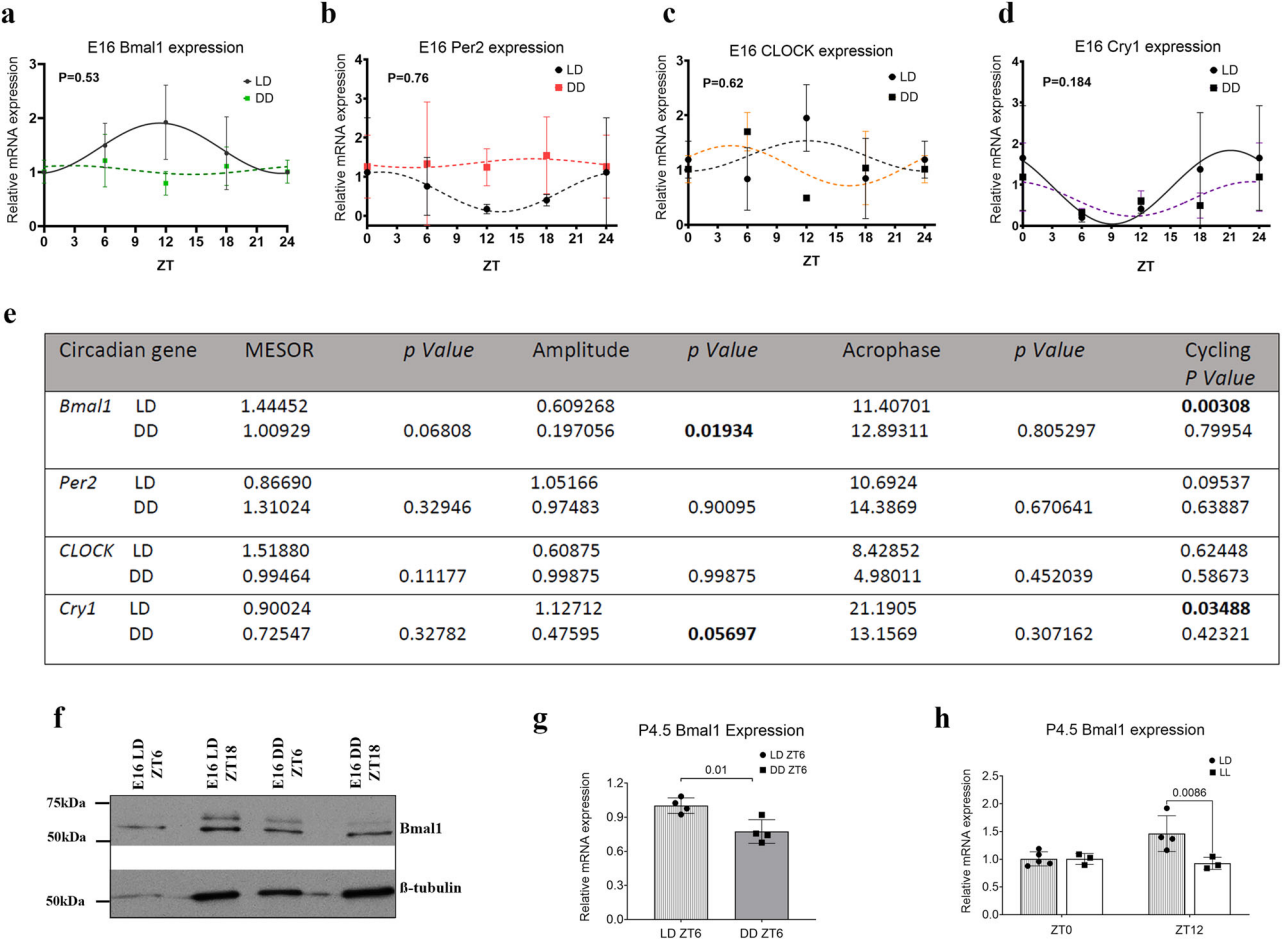
Clock gene expression and rhythmicity is light dependent. Pregnant dams were housed under LD (12 L:12D) or DD (12D:12D) from E13 to E16. **a**–**d** Relative mRNA expression of *Bmal1* (**a**), *Per2* (**b**), *Clock* (**c**), and *Cry1* (**d**) in embryonic retina from LD and DD animals. *p*-values indicate group differences by two-way ANOVA (**a**, **b**, **c**, **d**). Cosinor analysis was used by best curve fitting of the gene expression data to check rhythmicity as shown in the solid line (**a**–**d**). Both Bmal1 (**a**) and Cry1 (**d**) show significant oscillation under 12L:12D conditions. **e** Table indicates the individual mesor, amplitude, and acrophase values for the different transcripts between the LD and DD conditions. Significant *p*-values are highlighted in bold. Bmal1 and Cry1 rhythmicity is lost under DD conditions. Each time point represents the mean with SEM from five embryos. **f** Western blots of E16 retinal lysates probed with Bmal1 and β-tubulin (housekeeping protein) under LD and DD conditions at ZT6 and ZT18. Note there is an overall reduction in Bmal1 protein. **g**, **h** Bmal1 transcript is significantly reduced at P4.5 when animals are maintained under constant light or dark conditions. Error bars represent SEM.

### Disruption of Bmal1 and Per2 expression in the retinal neurons results in retinal angiogenesis defects

Retinal neurons can partly influence the growth of the retinal vasculature through a light-mediated signaling pathway^11^. Neurons in the retina are critical for the proper formation of the retinal vessels under physiological and pathological conditions^14–18^. Retinal neurons can partly influence the growth of the retinal vasculature through a light-mediated signaling pathway^11,16–18^. To determine whether the oscillations in Bmal1 levels have any physiological relevance, we assessed whether retinal angiogenesis is affected by disrupting Bmal1 expression. We used two types of manipulations to change Bmal1 levels, one was changing the light environment and the other was through genetic deletion of Bmal1. Animals were maintained in constant light (LL) or under standard mouse room lighting conditions (LD). At P7.5, typically in the control animals, the superficial vascular plexus grows and extends from the optic nerve head (ONH) and reaches the periphery (Fig. 2k). Though the vessel growth appears to be normal in the LL animals (Fig. 2m), there is a significant increase in the retinal vascular density (Fig. 2l, n). These findings further validate that environmental light significantly alters retinal angiogenesis^11^.

**Fig. 2:**
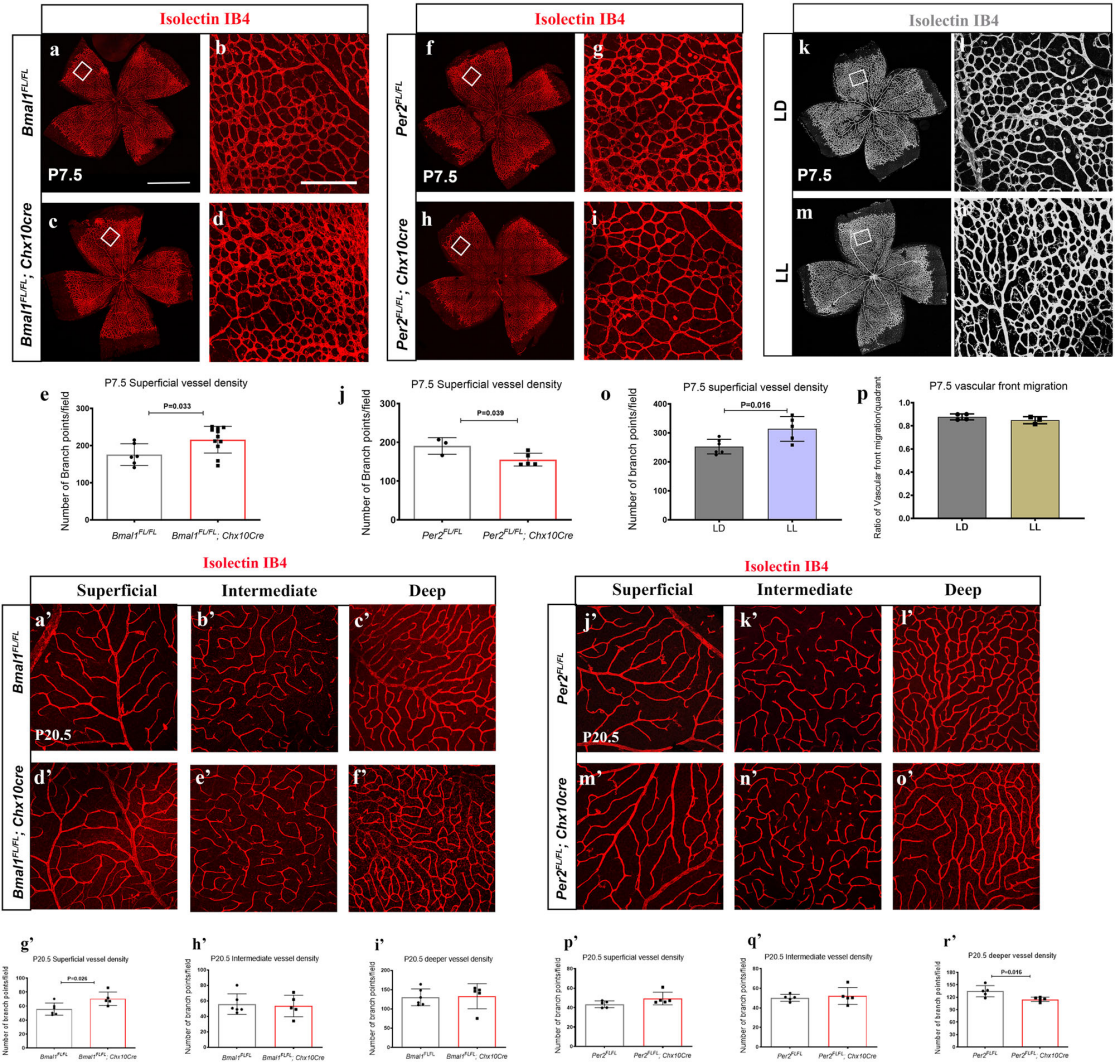
Bmal1 and Per2 have opposing effects on developmental angiogenesis. **a**, **c**, **f**, **h**, **k**, **m** Retinal flat mounts labeled for endothelial cells with isolectin IB4. **b**, **d**, **g**, **i**, **l**, **n** represent higher magnification images of boxed regions to illustrate differences in vessel density at P7.5. Bmal1^FL/FL^; Chx10Cre animals show a significant increase in vessel density in the remodeling area (b, d, e), whereas Per2^FL/FL^; Chx10Cre animals show a significant decrease in vessel density (**g**, **i**, **j**) when compared to Bmal1^FL/FL^ and Per2^FL/FL^ controls, respectively. **k**–**p** Pups raised in constant light from ~E15-P7.5 exhibit significant vessel hypertrophy compared to the controls (**l**, **n**, **o**). Vessel migration is unaffected in the retina of the LL animals (**p**). **a**’–**o**’ Representative isolectin stained images of Bmal1^FL/FL^ (**a**’, **b**,’ **c**’), Bmal1^FL/FL^; Chx10Cre (**d**’, **e**’ **f**’), Per2^FL/FL^ (**j**’, **k**,’ **l**’) and Per2^FL/FL^; Chx10Cre (**m**’, **n**,’ **o**’) from superficial (**a**’, **d**’, **j**', **m**'), Intermediate (**b**’, **e**’, **k**', **n**'), and deep layer (**c**’, **f**’, **l**', **o**'). (**g**’, **h**’, **i**’, **p**’, **q**’, **r**’) quantification of vessel density in Bmal1 (**g**’, **h**’, **i**’) and Per2 mutants (**p**’, **q**’, **r**’). Note that only the superficial layer is affected in the Bmal1^FL/FL^; Chx10Cre animals at P20.5 while only the deeper layer is significantly altered in the Per2^FL/FL^; Chx10Cre animals. Significance was determined using a two-tailed *t*-test. Error bars represent SEM. *n* = 3–11. The scale bar on flat mounts and field images are 800 µm (**a**) and 50 µm (**b**), respectively.

Next, we wanted to test the hypothesis that light-mediated signals regulate retinal angiogenesis by modulating the circadian clock in the neurons. Bmal1 is a key regulator of the circadian clock genes, thus deletion of Bmal1 abrogates clock function. Additionally, Per2 is a negative regulator of the Bmal1 dependent clock gene expression, therefore we sought to delete both Bmal1 and Per2 from the retinal neurons expecting to see opposing effects on retinal angiogenesis. We used the Chx10Cre transgenic animals in which the Cre is expressed in the retinal progenitor cells (RPCs) at E13^19^. In these animals, the Cre expression is mosaic, thus sometimes resulting in partial deletions. At P7.5, vessel density in the superficial layer is significantly (*p* = 0.033) higher in the Bmal1^FL/FL^; Chx10Cre animals compared to their Bmal1^FL/FL^ cohorts (Fig. 2a–e). The increased vessel density is similar to what was observed when animals were maintained under LL conditions (Fig. 2o).

At P21, when the retina is completely vascularized, the hyperproliferative phenotype of the superficial layer remains persistent, but the intermediate (inner plexiform layer) and deep layer vessels (outer plexiform layer) do not exhibit any defects (Fig. 2a’-i’). These results suggest that neuronal Bmal1 is required for maintaining the superficial vascular plexus. In contrast, loss of Per2, a negative regulator of Bmal1, results in reduced vessel density at P7.5 (*p* = 0.039) (Fig. 2f–j). However, this difference in vessel density normalizes by P21 and the superficial layer vasculature from the Per2^FL/FL^; Chx10Cre animals are indistinguishable from wild animals (Fig. 2j’–2q’). Interestingly, at P21 the deep layer vessels are significantly affected, suggesting that the neuronal Per2 regulates the growth of the deeper layer vessels (Fig. 2o’, r’). These results indicate that both Bmal1, the positive regulator of the circadian clock and Per2, the negative regulator exhibit opposing effects on murine retinal vascular development and influence each vascular plexus differently.

### Neuronal clock genes plays a crucial role in neovascularization in OIR

Dysregulated crosstalk between the neurons and the vasculature is a significant factor contributing to proliferative vascular pathologies^20^. We used the murine model of oxygen-induced retinopathy to investigate whether dysregulation of the neuronal clock can result in vascular pathologies. In this model, exposure of animals to hyperoxia from P7.5 to P12.5, induces profound capillary regression in the central retina. At P12.5, animals are returned to normal air resulting in hypoxic conditions that drive neovascularization^21^.

In the, animals, hyperoxia causes increased vessel regression at P12.5. Despite the increased capillary regression, the rate of vessel regrowth is faster in the mutants (Fig. 3o). By P17.5, the retinas in the Bmal1^FL/FL^; Chx10Cre animals are completely vascularized (Fig. 3c, d, h), unlike the control animals (Fig. 3a, b, h). By P20.5, there are still avascular regions in the control animals, while in the mutants, the retinal vasculature appears relatively normal (Fig. 3o) (Supplementary Fig. 1). Importantly, in the Bmal1^FL/FL^; Chx10Cre animals, there is an overall reduction in pathological neovascularization at P17.5 (Fig. 3h). Low body weight can have an impact on the severity of the phenotypes observed in Oxygen Induced Retinopathy (OIR) animals, however, there was no difference between the Bmal1^FL/FL^ and Bmal1^FL/FL^; Chx10Cre animals (Supplementary Fig. 3). Similarly, in the Per2^FL/FL^; Chx10Cre animals there is an overall reduction in the avascular area (Fig. 3j–n). Thus, despite the increased regression of the capillary, the recovery is faster in the absence of neuronal Bmal1 or Per2. This data supports the idea that local dysregulation of the clock protects the retina from further damage and appears to limit the damage caused by hyperoxia.

**Fig. 3:**
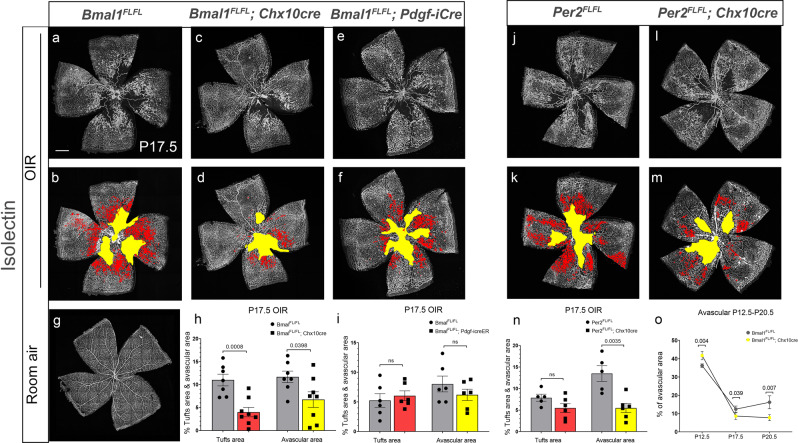
Neuronal clock drives pathological neovascularization. Pups were exposed to hyperoxia from postnatal day (P) 7.5 to P12.5, moved to room air, and assessed at P17.5. **a**–**d** Retinal flat mounts from Bmal^FL/FL^ (**a**, **b**) and Bmal1^FL/FL^; Chx10Cre (**c**, **d**) labeled with isolectin. **b**, **d**, **f**, **k**, **m** Retinal images indicate areas of vaso-obliteration (VO) outlined in yellow and neovascular tufts in red. **g** Representative image of retinal flat-mount from room air control animals. **h** The VO and NV were automatically quantified using deep-learning segmentation software. Both VO and NV tufts in the Bmal1^FL/FL^; Chx10Cre mutant animals (**d**, **h**) is significantly reduced when compared to Bmal1^FL/FL^ controls (**b**, **h**), a similar reduction of VO area was observed in Per2^FL/FL^; Chx10Cre (**l**, **m**, **n**) when compared to controls (**j**, **k**, **n**). In contrast, Bmal1 deletion from endothelial cells from day of birth did not have any effect on VO and NV (**e**, **f**, **i**), compared to control (**a**, **b**, **i**). **o** Quantitation of the rate of revascularization in the Bmal1^FL/FL^ (gray circle) versus the Bmal1^FL/FL^; Chx10Cre animals (yellow circle). Hyperoxia results in a significant increase in VO in the Bmal1^FL/FL^; Chx10Cre mutants compared to the controls (gray circle), but the rate of vessel regrowth in the mutants is faster (yellow circle). *p*-values were acquired using two-tailed *t-*tests. Error Bars represent SEM. *n* = 5–8. Scale bar = 500 µm.

To further confirm that the neuronal clock is truly responsible for driving pathological neovascularization, we deleted Bmal1 from the endothelial cells using the tamoxifen inducible endothelial-specific Pdgf-icreER transgene (Bmal1; ECKO). Bmal1 deletion (tamoxifen injected from day of birth to P2.5) in the endothelial cells was confirmed using a Cre mediated fluorescent reporter (tdTomato) and by performing digital droplet PCR on the sorted endothelial cells (Supplementary Fig. 2). In the Bmal1; ECKO animals, there is no difference in the capillary regression or the neovascularization compared to the littermate animals that were treated similarly (Fig. 3e, f, i). Thus, these results suggest an important role of neuronal clock genes in regulating the pathological overgrowth of the vessels in proliferative retinopathies.

### Bmal1 regulates neovascularization in adults

Bmal1 appears to play a role in stimulating the growth of aberrant vasculature, as seen in the OIR animals. In the OIR model, retinal neovascularization occurs in the inner retina, and it is possible that the neuronal Bmal1 is essential during development but has no function in adults. To test whether neuronal Bmal1 plays a role in adult retinal neovascularization, we used laser to induce choroidal neovascularization (CNV) in 6-month-old mice. In laser-induced CNV animals, the regrowth of the vessels occurs from the choroidal endothelial cells^22^. CNV growth was assessed using fluorescein angiography at day 7, 14, and 21 post injury. The hyperfluorescent areas in FA images (Fig. 4b–d) is significantly reduced in the Bmal1^FL/FL^; Chx10Cre animals at all ages examined (Fig. 4f–h). Furthermore, quantitation of these FA images shows a significant reduction in FA leakage in the Bmal1^FL/FL^; Chx10Cre animals compared to the controls, suggesting that the CNV lesions are less leaky (Fig. 4i). In addition, we used optical coherence tomography (OCT) imaging to measure the volume of the CNV lesions in vivo, over the 3 weeks. We used multiple b-scan images for each lesion to calculate the lesion volume. Similar to the FA measurements, by day 7, 14, and 21 post injury, the lesion volume is significantly reduced in the Bmal1^FL/FL^; Chx10Cre animals (Fig. 4j–r). This data confirms that Bmal1 mediated signaling is involved in neovascularization during CNV.

**Fig. 4:**
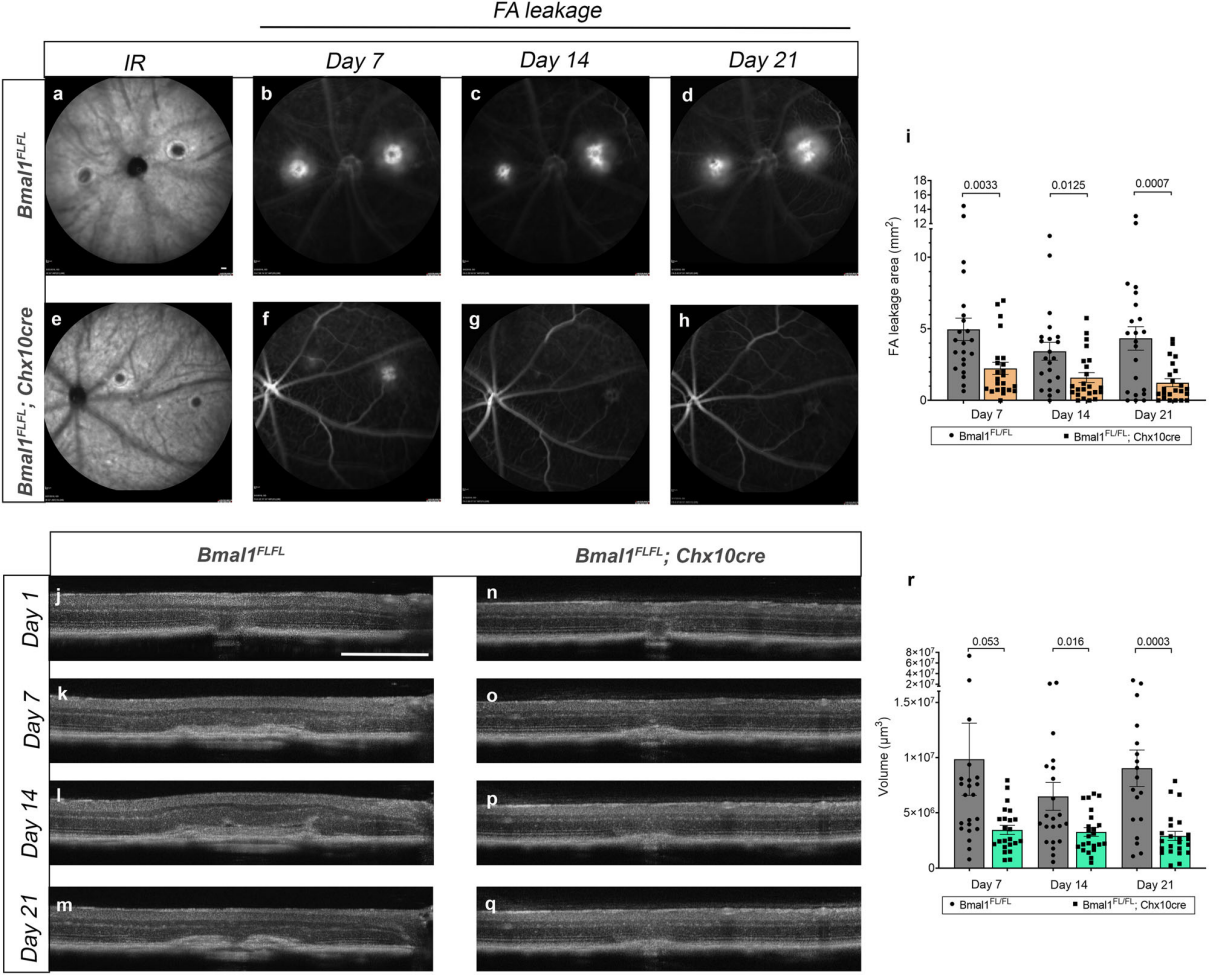
Dysregulated Bmal1 promotes neovascularization during CNV. Adult mice were subjected to laser burns and evaluated by SLO on days 7, 14, and 21. Animals were injected with NaF (FA) and imaged to determine leakage area as demarcated by FA and SLO angiography. **a**–**h** Representative SLO images of Bmal1^FL/FL^ at day 7, 14, and 21 post-laser injury from Bmal1^FL/FL^ (**a**, **b**, **c**, **d**) controls and Bmal1^FL/FL^; Chx10Cre mutant animals (**e**, **f**, **g**, **h**). **i** Quantitation of FA leakage showing significantly less leakage in the Bmal1^FL/FL^; Chx10Cre animals. **j**–**q** Representative OCT-CNV volume scans of controls (**j**, **k**, **l**, **m**) and (**n**, **o**, **p**, **q**) mutant animals on day 7, 14, and 21 post injury. **r** Quantitation shows the CNV lesion volume is significantly reduced in Bmal1^FL/FL^; Chx10Cre mutant animals (**r**). Error bars represented as SEM. Two-tailed *t*-test was performed to assess statistical significance. *n* = 18–24 for each experimental time point. Scale bar = 200 µm (**a**) & 0.4 mm (**j**).

### Distinct patterns of Bmal1 occupancy in neural retina at P3 vs P5

To gain insights into the neuronal genomic targets of Bmal1 we performed a chromatin immunoprecipitation analysis at P3 and P5. 

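Chromatin was immunoprecipitated with an antibody against Bmal1, the transcription factor that pairs with CLOCK in the circadian clock, from mouse retina collected at postnatal day 3 (P3) and postnatal day 5 (P5) at zeitgeber time 4, and the recovered DNA was sequenced (ChIP-seq). The Methods and the ChIP-seq section of the Reporting Summary give different catalogue numbers for this antibody, so which of them made these libraries is not settled here. Each age had 2 libraries, numbered replicates 4 and 5 at P3 and replicates 2 and 3 at P5, and 1 library of input DNA served as the background for all of them. The authors called peaks, the regions with more ChIP tags than input, on each library, on the 2 libraries of an age pooled, and on all 4 Bmal1 libraries pooled. Each was called once as narrow peaks of a fixed width and once as broad peaks, which gave 14 lists. Reads were trimmed with Trim Galore and aligned to mouse genome GRCm38 (mm10) with bowtie2, and MACS2 is named as the peak caller in the Reporting Summary, while the lists carry the header of HOMER's annotation program. Versions and thresholds are not given in the sources used here. Each peak carries a score in tags per 10 M (M stands for 1e+06), which already includes the authors' scaling to depth, and the gene with the nearest transcription start site (TSS).

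The narrow list of the pooled libraries of each age is the main list here, and the broad list is an alternative. The Reporting Summary describes calling for broad regions of variable width. The paper's numbers of candidate sites are nevertheless near the numbers of gene names found at 1 age in the narrow lists. The scores of a narrow list are whole multiples of 1 step, within 0.0052, and the step gives the tags behind the list. It amounts to 55.2 M tags for P3 replicate 4, 65.7 M for P3 replicate 5, 62.0 M for P5 replicate 2 and 68.3 M for P5 replicate 3, and the pooled lists hold the sums of their libraries, 120.9 M at P3 and 130.2 M at P5. The paper gives a sequencing depth of 20 M, and the values here rest on the deposited calls. The 2 ages therefore differed little in depth. With 2 libraries per age the smallest two-sided p of an exact permutation test is 0.333, so no difference between the ages was tested across libraries. Overlaps, gene counts and sequence content were compared instead with 1000 circular shifts of the peaks along their own chromosomes, which keep the number, the width and the spacing of the peaks.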

Though the retina is not entirely avascular at P3, it is predominantly neuronal. We reasoned that by comparing Bmal1 genome occupancy between these ages we will gain insights into the function of Bmal1 in the neural retina^23^ before vascularization and post-vascularization. 

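The pooled libraries gave 3625 narrow Bmal1 peaks at P3, each 164 bp wide and together assigned to 2590 genes, and 486 narrow peaks at P5, each 138 bp wide and assigned to 460 genes. Of the gene names, 2371 were found only at P3, 241 only at P5 and 219 at both ages. The highest-scoring peak at P3 lies on chromosome Y of mm10 from 145791 to 145955, in a TCTA simple repeat 651536 bp from the TSS of Zfy1, a Y-linked zinc finger gene, and scored 7.28 at P3 and 5.22 at P5. The peak assigned to Pisd, the enzyme that makes phosphatidylethanolamine in mitochondria, lies on chromosome 5 from 32715014 to 32715178 in a GAAA repeat and scored 4.38 at P3 and 3.53 at P5. The highest-scoring peak at P5 was assigned to the collagen gene Col19a1 (chromosome 1, 24612683 to 24612821, score 6.53), and 78.9% of its 31-base words also occur in the mitochondrial genome.

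The other peaks with the highest scores at P3 were intergenic or intronic and stood beside 4932411N23Rik (7.03, on chromosome X), 1700026F02Rik (5.63), 4930467K11Rik (4.80), Gm13251 (4.72), Gm13154 (4.63), A330050F15Rik (4.55) and Gpatch1 (4.05). Those at P5 stood beside Smarca5-ps and 2810429I04Rik (3.53 each), Cd180 (3.22), Smcp (2.99), Zfp709 (2.92), and Gm13154 and Gm20362 (2.84 each). A peak was shared by both ages in 8 places. Among them are the peaks of Zfy1 and Pisd given above, 1 beside Zfp709, another peak beside Gm13154 than that of score 4.63 (chromosome 4, 147392292 to 147392456, score 4.22 at P3) and another beside 4932411N23Rik than that of score 7.03 (chromosome X, 126694502 to 126694666, score 3.23 at P3). The 8 stand against a mean of 0.218 over shifts (one-sided permutation p = 0.001, the smallest that 1000 shifts can give). Most of them lie in sequence with several genome copies. The median number of copies for the P3 peak was 3 at Zfy1, 6 at Pisd, 2 at Gm13154 and 2 at 4932411N23Rik. It was 9 at Tmem164, 5 at 6820431F20Rik, and 1 at Zfp709 and at Ffar2. The shifts do not keep the copy number of the sequence, so this surplus does not by itself show Bmal1 binding at both ages. Only 8 of the 219 shared genes, or 3.65%, had overlapping peaks. The number of shared genes was also above that of shifted peaks, at 214 after assignment to the nearest curated RefSeq TSS of GRCm38.p6 against a mean of 159 and a maximum of 189 (one-sided permutation p = 0.001, again the smallest). Among peaks within 10 kb of a TSS, 2 genes were shared, against a mean of 2.03 over shifts (one-sided permutation p = 0.60) and 2.68 expected from the list sizes.

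The single libraries gave 9543 narrow peaks for P3 replicate 4, 944 for P3 replicate 5, 200 for P5 replicate 2 and 1336 for P5 replicate 3. The lowest score amounts to 12 tags in P3 replicate 4 and to 17 tags in each of the other lists, so the lists end at different limits. P3 replicate 5 thus had fewer peaks than P5 replicate 3, and the difference between the ages was not larger than the spread between replicates. The pooled P3 list was 7.46 times as long as the pooled P5 list, and the ratio was 1.94 with P3 replicate 5 alone and 19.6 with P3 replicate 4 alone, or 18.1 with P5 replicate 2 alone and 2.71 with P5 replicate 3 alone. Of the peaks of P3 replicate 5, 17, or 1.80% (95% Clopper-Pearson interval 1.05 to 2.87), overlapped a peak of P3 replicate 4, and of those of P5 replicate 2, 3, or 1.5%, overlapped a peak of P5 replicate 3. Across ages, 4 peaks of P5 replicate 2, or 2%, overlapped a peak of P3 replicate 5, and 2, or 1%, one of P3 replicate 4. Relative to shifts, P3 replicate 5 overlapped P3 replicate 4 14.8-fold, P5 replicate 2 167-fold and P5 replicate 3 20.4-fold. P5 replicate 2 overlapped P5 replicate 3 79.0-fold, P3 replicate 5 143-fold and P3 replicate 4 9.57-fold. Overlap was thus not regularly higher within an age, on few peaks.

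**Figure D1:**
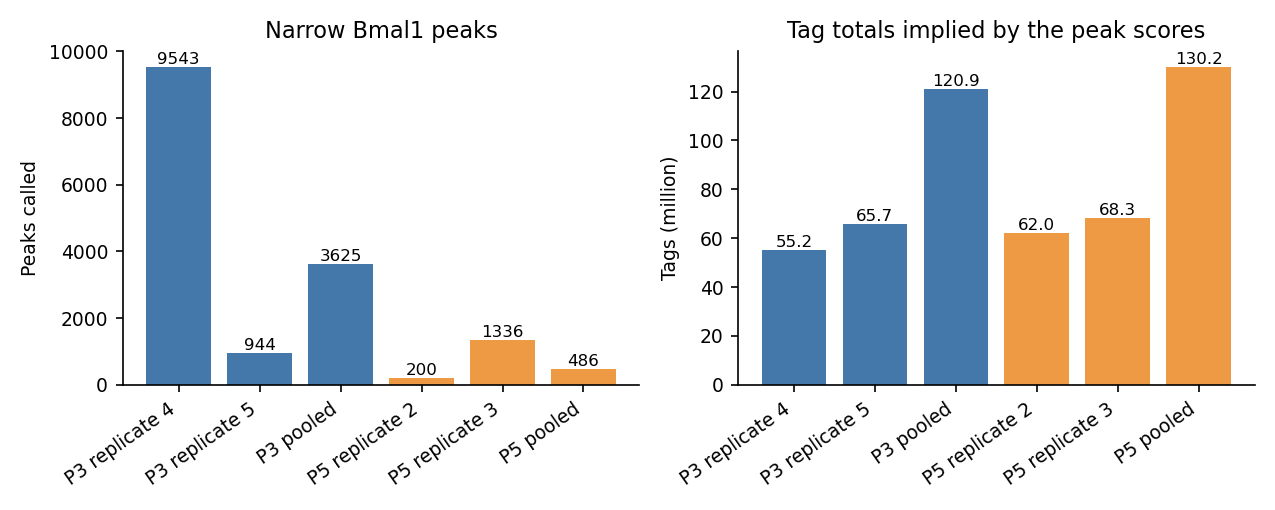
Number of narrow Bmal1 peaks (left) and tags (M) implied by the peak scores (right) for each library and for the pooled libraries of P3 (blue) and P5 (orange). P3 replicate 4 has 9543 peaks at 55.2 M tags and the other 3 libraries have 200 to 1336 peaks at 62.0 to 68.3 M tags.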

At P3 we identified 2367 possible Bmal1 candidate binding sites, which drastically drops to 241 by P5 (Fig. 5b). The distributions of the peaks departed from the actual distribution of functional domains, indicating that peaks were not randomly located on the genome but are enriched in specific functional domains. 

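Most Bmal1 peaks lay outside genes at both ages. In the authors' annotation 2459 of the P3 peaks (67.8%) were intergenic, 1063 (29.3%) were intronic and 27 (0.745%, 95% Clopper-Pearson interval 0.491 to 1.08) lay in promoters. At P5 305 peaks (62.8%) were intergenic, 156 (32.1%) intronic and 7 (1.44%, interval 0.581 to 2.95) in promoters, and no difference in the promoter share was detected between the ages (two-sided Fisher's exact test, p = 0.112), in a test over single peaks that leaves out the spread between libraries. The median distance to the TSS was 75.3 kb at P3 and 71.2 kb at P5, and 13.6% and 14.4% of the peaks lay within 10 kb of it.

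Against shifted positions classified in the same way with curated RefSeq genes, with a promoter running from 1000 bp upstream to 100 bp downstream of a TSS, the P3 peaks were more often intergenic (65.9% against a mean of 57.8%, two-sided permutation p = 0.002) and less often in introns (30.9% against 37.4%, permutation p = 0.002), exons (1.38% against 2.48%, permutation p = 0.002) and promoters (0.80% against 1.22%, permutation p = 0.02). The share near transcription termination sites, 0.993%, was not distinguishable from the 1.11% of shifted positions (permutation p = 0.61). At P5 no class passed the test, with 60.9% intergenic against 57.7% (permutation p = 0.18) and 1.65% in promoters against 1.22% (permutation p = 0.48). The intergenic surplus at P3 was not found in either library by itself, since the share relative to shifted positions was 1.04 in P3 replicate 5 (permutation p = 0.18) and 0.98, a deficit, in P3 replicate 4 (permutation p = 0.034), and the promoter deficit did not pass the test in P3 replicate 5. The intron deficit turned into a surplus in P3 replicate 4 (39.8% against 37.9%, permutation p = 0.002) and was not detected in P3 replicate 5 (37.2% against 38.0%, permutation p = 0.61). The exon deficit was smaller in P3 replicate 4 (2.085% against 2.498%, permutation p = 0.01) and did not pass in P3 replicate 5 (1.91% against 2.48%, permutation p = 0.29). Positions to which no read can be mapped were not removed from the shifted positions.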

To validate whether these peaks corresponded to known Bmal1-binding sites, we probed the P3 and P5 neural retina core datasets for enriched motifs using Cistrome and Memechip tools. 

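A match to the Bmal1 E-box CACGTG, with C or T at position 3 and G or T at position 4 on either strand, was present in 1199 of the 3625 P3 peaks (33.1%, 95% Clopper-Pearson interval 31.5 to 34.6). Shifted positions of the same width held it in 33.0%, so no enrichment was detected (one-sided permutation p = 0.48). At P5 154 of the 486 peaks held it (31.7%, interval 27.6 to 36.0), against 28.6% (permutation p = 0.066). The exact hexamer CACGTG was found in 46 P3 peaks (1.27% against 1.61%, permutation p = 0.96) and in 1 P5 peak (0.206% against 1.36%, permutation p = 0.999).

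Among single libraries the flexible motif was in 29.2% of the peaks of P3 replicate 4 and 34.9% of those of P3 replicate 5, against 29.6% and 34.0% of shifted positions. In P5 replicate 3 it was in 36.6% against 34.0% (permutation p = 0.022) and in P5 replicate 2 in 38.5% against 33.0% (permutation p = 0.078). The narrow peaks were rich in A and T, with 36.8% GC at P3 against 41.8% in shifted positions and 38.8% at P5 against 41.9% (two-sided permutation p = 0.002 at each age). With shifted positions weighted to the GC content of the peaks, a comparison chosen after seeing the data, the expected shares were 32.3% at P3 (one-sided exact binomial test, p = 0.15) and 28.3% at P5 (same test, p = 0.056). By library the P5 shares passed that comparison, against 33.9% in P5 replicate 3 (exact binomial p = 0.020) and 32.1% in P5 replicate 2 (exact binomial p = 0.033), and the P3 shares did not.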

We used the Bmal1-binding site motif CACGTG with flexible C/T and G/T sequence specificity at position 3 and 4, respectively (Fig. 5a). At P3, only 85 Bmal1 targets (Supplementary Table 2) representing ~3.6% of the called peaks in the neural retina had Bmal1-binding motifs and at P5 this number dropped to 24 targets (Supplementary Table 3). 

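Supplementary Table 2 names 86 genes, and 60 of them (69.8%) had a narrow P3 peak assigned to them under the name as spelled there. With 3 further names, Igfbp1b, Iscal and Olfir459, read as Igbp1b, Isca1 and Olfr459, which differ from them by 1 letter, a choice made after seeing the data, the number was 63 (73.3%). Each peak counts here for 1 gene only, that of the nearest TSS. A gene of the table that overlaps or adjoins a peak counted for its neighbor is missed, so the other names may still have a peak beside them. The 60 genes include Sema3a, Sema3d and Sema6d, Prdm13, which encodes a zinc finger factor of amacrine cell development, and Fstl1, which encodes a follistatin-related secreted protein. With the exact hexamer, a match lay in the P3 peak of 3 of the 86 genes, Prdm13, Fstl1 and the antiviral gene Oas1g, and within 300 bp of the peak in 7. With the flexible motif the peak itself held a match in 24 and the peak with 300 bp on either side in 53. Since the study drew the table from these libraries, its overlap with the peaks is not independent evidence. Of the 86 genes, 41 were in the list of P3 replicate 4, 14 in that of P3 replicate 5 and 3 also had a P5 peak.

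Supplementary Table 3 holds 16 different gene names, and 3 of them had a narrow P5 peak assigned to them. Here too each peak counts for 1 gene only, so a neighbor of that gene in the table is counted as without a peak. The peak of Inhbe, which encodes the βE subunit of activins and inhibins, lies on chromosome 10 from 127350219 to 127350357 in exon 2 of 2, 1.48 kb from the TSS. That of Myo9a, an unconventional myosin, lies on chromosome 9 from 59755451 to 59755589 in intron 1, and that of Enox1, an NADH oxidase gene, on chromosome 14 from 77230599 to 77230737, also in intron 1. The exact hexamer was found within 300 bp of all 3 peaks and in none of the peaks themselves. All 3 genes had a peak in P5 replicate 3 and none in P5 replicate 2, and Myo9a also had a P3 peak. Over the whole lists, 1032 genes at P3 and 151 at P5 had a peak with the flexible motif.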

Ingenuity Pathway analysis and panther analysis tool revealed that Bmal1 target genes at P3 are enriched in pathways like semaphorin signaling, Cadherin signaling, Rho family GTPases, calcium transport signaling pathways (Fig. 5c). In addition, Bmal1 regulates the expression of genes involved in cytoskeleton signaling, angiotensin signaling and synaptic tissue communication signaling at P3, while at P5 TGFß signaling related pathway are shown to be regulated. Additionally, Bmal1 is bound to the genomic regions containing key transport regulators.

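Fig. 5c gives its pathways after a selection of the genes by motif. The counts below take the genes of all narrow peaks, so the gene sets are not the same, and the selected genes were not tested by themselves. Of 45 cadherins and protocadherins, the adhesion molecules of the cadherin pathway, 23 were nearest to a P3 peak. The highest scores belonged to Cdh8 (3.72, 987 kb from the TSS), Cdh2, the neural cadherin (3.47, 442 kb), Fat1 (3.23, 323 kb) and Cdh6 (3.14, 55.9 kb), so these peaks lie far from the genes they are assigned to. Shifted peaks reached a mean of 18.8 cadherin genes (one-sided permutation p = 0.063, Benjamini-Hochberg adjusted p = 0.50 over 16 lists). Of 20 semaphorin genes 3 had a P3 peak, against a mean of 3.97 over shifts (permutation p = 0.83). Of 31 semaphorin receptors and effectors 3 had one, Enah, Nrp2 (a neuropilin that binds class 3 semaphorins) and Dpysl4, against 3.81 (permutation p = 0.77).

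Of 48 calcium transport genes 10 had one, against 10.4 (permutation p = 0.64). Of 47 other axon guidance genes 10 had one, against 14.0 (permutation p = 0.98), led by Efnb2, Epha7, Epha6 and Dcc, with peaks 1073, 900, 559 and 235 kb from the TSS. None of these lists passed the adjusted test. The 1 list of the 16 that passed at P3 was a negative control, the olfactory and vomeronasal receptors, which is a limit of the shifts as a null. The counts rest on the library, with 28 cadherin genes (26.6 over shifts), 11 receptors and effectors (8.77), 20 calcium transport genes (20.8) and 21 other axon guidance genes (21.6) in P3 replicate 4, and 8 (7.96), 0 (1.19), 3 (3.60) and 3 (5.93) in P3 replicate 5, and none passed there either. The outcome for cadherins depends on the background. When genes were counted one by one against the 12816 genes annotated to any deposited peak, without regard to how much sequence surrounds a gene, 24 of 41 cadherin genes had a P3 peak in the authors' annotation (odds ratio 5.62, one-sided Fisher's exact test, adjusted p = 1.3e-06), while semaphorins did not pass (3 of 12, odds ratio 1.32, adjusted p = 0.77).

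**Figure D2:**
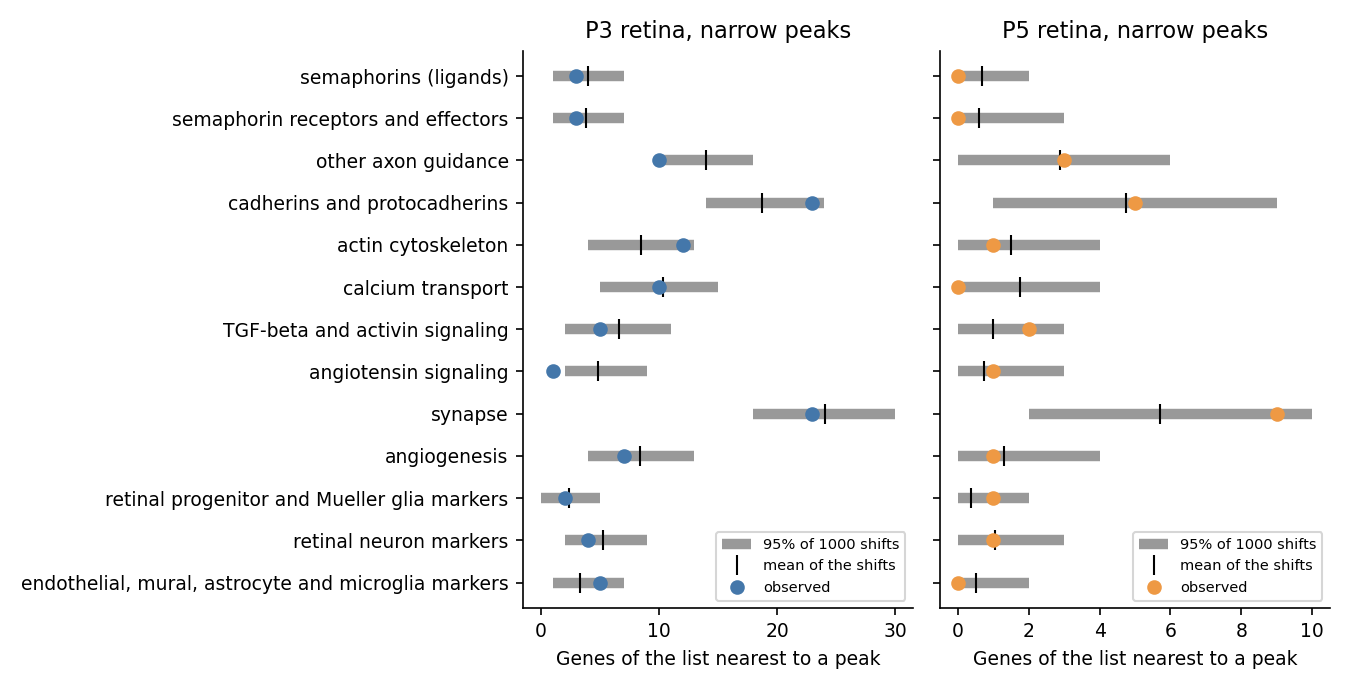
Number of genes of each list shown nearest to a narrow Bmal1 peak at P3 (left) and P5 (right). Dots are the observed numbers, black ticks the mean of 1000 shifts and gray bars the range of 95% of the shifts. The 23 cadherin genes at P3 lie near the upper end of their bar and the 3 semaphorin genes lie below the mean of 3.97.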

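At P3, 12 of 56 actin cytoskeleton genes were nearest to a peak, against a mean of 8.52 over shifts (one-sided permutation p = 0.11). Among them were Cfl2, a cofilin that severs actin filaments (3.81, 41.0 kb from the TSS), Fmn1, a formin (3.06, 51.9 kb), and Arpc2, a subunit of the Arp2/3 complex (2.98, 16.1 kb). Of 26 genes of angiotensin signaling 1 had a P3 peak, the phospholipase C gene Plcb1, against 4.80 (permutation p = 0.999). Of 61 synapse genes 23 had one, against 24.0 (permutation p = 0.69), with the highest scores at Lrrc4 (3.39, 155 kb from the TSS), the AMPA receptor gene Gria2 (3.31, 7.74 kb from the TSS), the kainate receptor gene Grik1 (2.98, 3.08 kb from the TSS) and Magi3 (2.98, 14.9 kb from the TSS).

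At P5, 2 of 43 genes of TGF-beta and activin signaling were nearest to a peak, against a mean of 0.98 (permutation p = 0.27). In the authors' annotation the list has 3 genes at P5, Inhbe, the TGF-beta receptor gene Tgfbr2 (2.23, 146 kb from the TSS) and Bmp7 (2.07, 11.1 kb). At P3 the same list had 5 genes against 6.65 (permutation p = 0.83), with Acvr2a, Fst and Inhba at the highest scores. Synapse genes numbered 9 at P5, against 5.70 (permutation p = 0.097), among them Nrxn3 (2.61, 211 kb from the TSS), Dlg1 and Cntnap2 (2.53 each, 38.3 and 139.8 kb) and Gria4 (2.30, 179.5 kb). All of these p are unadjusted, and none passed after adjustment. Single libraries gave other counts. P3 replicate 4 had 25 actin genes against 17.0 (permutation p = 0.009, adjusted p = 0.072), 44 synapse genes against 36.0 (permutation p = 0.008, adjusted p = 0.072), 11 angiotensin genes against 9.36 and 12 TGF-beta genes against 14.4, and P3 replicate 5 had 3 against 2.40, 12 against 10.4, 1 against 1.51 and 4 against 2.12. P5 replicate 3 had 15 synapse genes against 13.3 and 4 TGF-beta genes against 2.77, and P5 replicate 2 had 1 of each. Counted one by one against all annotated genes, synapse genes passed a one-sided Fisher's exact test at P3 (26 of 49, odds ratio 4.50, adjusted p = 2.7e-06) and at P5 (9 of 49, odds ratio 6.14, adjusted p = 8.4e-04), and the actin, angiotensin and TGF-beta lists did not.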

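Transporters and channels with an assigned P3 peak include Atp2c1, a calcium pump of the Golgi (score 3.14, chromosome 9 from 105452485 to 105452649, intron 10 of 27), Trpm3, a cation channel (2.98, chromosome 19 from 22716648 to 22716812, intron 5 of 24), Slc24a2, a sodium, calcium and potassium exchanger (2.90, chromosome 4 from 87357050 to 87357214, intergenic), and Cacna1e, a voltage-gated calcium channel subunit (2.81, chromosome 1 from 154578451 to 154578615, intron 6 of 46). Their peaks lie 42.6, 24.1, 126.6 and 147.4 kb from the TSS in this order. Of the transport genes in Supplementary Table 2, Atp2b1, a calcium pump of the plasma membrane, had a peak of score 2.65 in intron 5 of 20, Atp6v0a2, a subunit of the proton pump, a peak of score 2.81 in intron 3 of 19, and Slc44a1, a choline transporter, a peak of score 2.32 located 1.67 kb upstream of the TSS. The annotation places none of these 7 peaks in a promoter, and those of Atp2b1, Atp6v0a2 and Slc44a1 hold no CACGTG. No calcium transport gene had a narrow peak in the pooled P5 libraries, against a mean of 1.75 over shifts and a range of 0 to 4 in 95% of them (one-sided permutation p for a deficit = 0.17). There were 5 in P5 replicate 3, against 4.73, 1 in P5 replicate 2, against 0.674, and 11 in the pooled broad list of P5, against 12.0.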

**Fig. 5:**
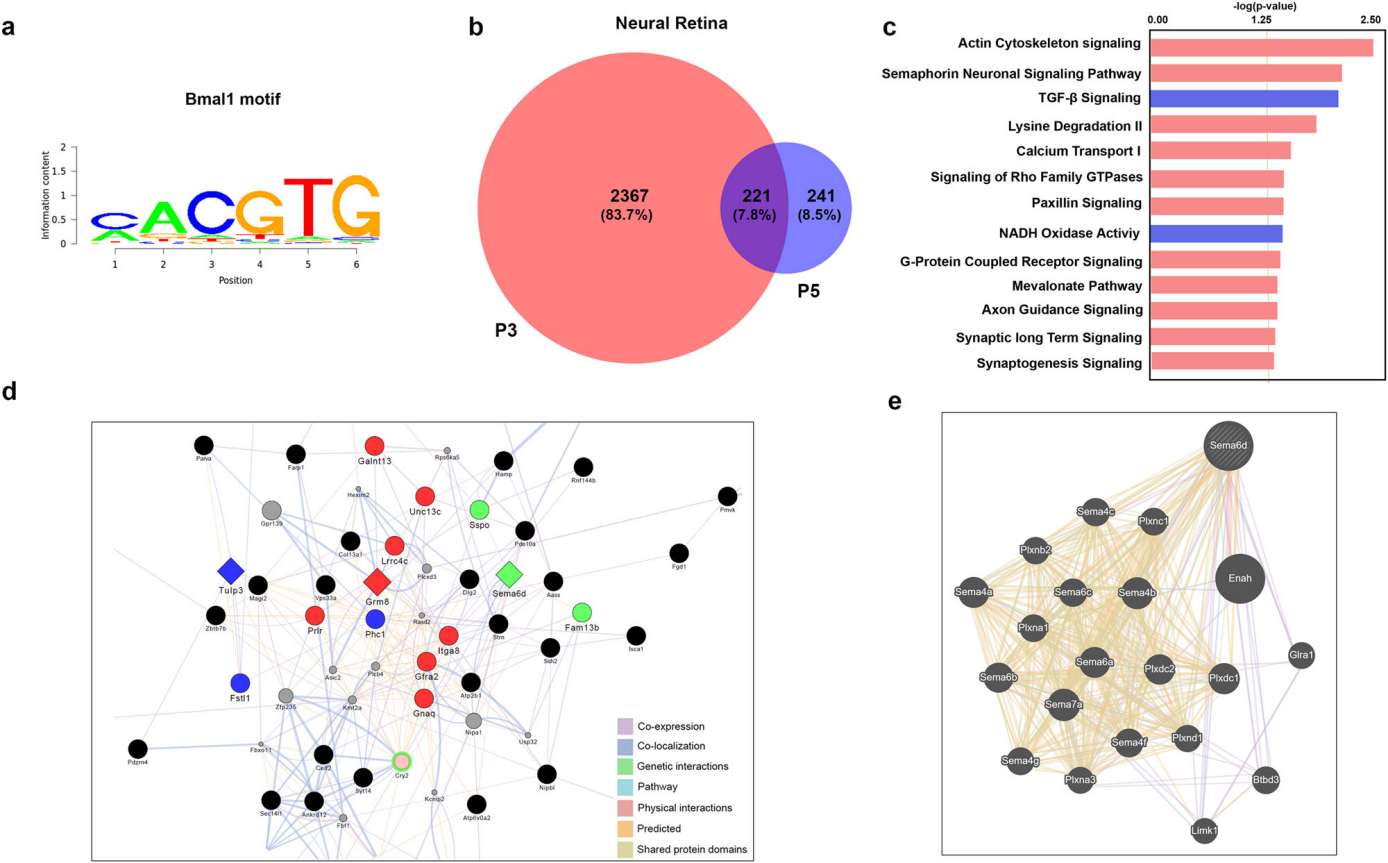
Bmal1 regulated pathways in the neural retina. **a** Bmal1 (Arntl) motif used to validate Bmal1-binding sites from the large chip-seq dataset. **b** Venn diagram indicating Bmal1 target genes at P3 and P5. **c** GO terms for Bmal1 targeted pathways uniquely enriched at P3 (red bars) and P5 (blue bars) after the validation. **d** CytoScape and GeneMANIA interaction network of validated genes at P3 with co-expression and co-localization indicated by similar colors. Diamond shape denotes possible upstream gene of respective gene color network. Dim gray nodes represent query gene lists. **e** Network shows possible physical interactions, co-expression and genetic interactions with Sema6D gene.

### Evolutionary conservation as an indicator of relevance for Bmal1-bound regions

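Of the 20 semaphorin genes, Sema3a, Sema3d and Sema6d were the ones nearest to a narrow P3 peak in the pooled libraries, with 4 peaks in all. Shifted peaks reached all 3 of these genes in 23.7% of 1000 shifts (one-sided permutation p = 0.24). A peak within 10 kb of a TSS was found for 1 semaphorin gene, Sema6d, against a mean of 0.68 over shifts (permutation p = 0.49), and a peak within 1 kb for none.

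The libraries taken singly gave different sets. P3 replicate 5 had 1 narrow peak each at Sema3a, Sema3d and Sema6d, against a mean of 0.859 of the 3 genes over shifts (permutation p = 0.027), and P3 replicate 4 had 10 narrow peaks in 6 semaphorin genes of the authors' annotation (Sema3a, Sema3d, Sema3e, Sema5b, Sema6a and Sema6d). After assignment to the nearest curated RefSeq TSS, P3 replicate 4 had 5 semaphorin genes, against a mean of 7.33 over shifts (permutation p = 0.97), and 2 of the 3 named genes, against 2.78 (permutation p = 0.98). Since the study picked the 3 genes from these libraries, the p of P3 replicate 5 is not independent evidence.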

The ChIP-sequencing data shows that Bmal1 highly regulates the semaphorin pathway. Semaphorin signaling is associated with developmental disorders of the nervous system and several retinopathies^14^. 

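The P3 peak of Sema6D, a transmembrane semaphorin, lies on chromosome 2 of mm10 from 124082958 to 124083122, in intergenic sequence 6.93 kb upstream of the first Sema6d TSS, with a score of 2.98. It holds 1 match to the flexible Bmal1 motif, CATTTG from 124083037 to 124083042, in the sequence AGCATCTTTACATTTGATAAACATTT. Sema3A, a secreted semaphorin that binds neuropilins, had 2 peaks on chromosome 5. The peak from 13565265 to 13565429 (score 2.90) lies in intron 10 of 16, 166 kb downstream of the TSS, with no match within 300 bp, and the peak from 13046520 to 13046684 (score 2.32) lies 350.2 kb upstream, with CATTTG at 13046301 within 300 bp. The peak of Sema3D, also a secreted semaphorin, lies on chromosome 5 from 12351964 to 12352128 (score 2.73), 31.1 kb upstream of the TSS, with CAAATG at 12351852 within 300 bp. The exact hexamer CACGTG was found neither in the 4 peaks nor within 300 bp of them. The median score of all P3 narrow peaks was 2.56.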

From the chip analysis, we identified Sema3A, 3D and 6D as the targets of Bmal1. We then performed in silico analysis of all three semaphorin promoter regions to establish whether any known canonical (5′-CANNTG-3′) BMAL1-binding E-box elements were present. 

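In the 1 kb upstream of the annotated TSSs, the general E-box CANNTG occurs 6 times at the first Sema6D TSS (chromosome 2, position 124089969), 6 times at the Sema3D TSS (chromosome 5, position 12383166) and 4, 1 and 4 times at the Sema3A TSSs (chromosome 5, positions 13396784, 13398997 and 13399309). The flexible Bmal1 motif makes up 4 of the 6 at Sema6D, none of those at Sema3D and 1, 1 and 3 of those at Sema3A. The exact hexamer CACGTG occurs in the 2 kb upstream of the first Sema6D TSS, once, and in none of the other promoters of the 3 genes. These are counts in the reference sequence, and no Bmal1 peak of the narrow lists overlaps any of these promoters. The narrow P3 peak nearest to the Sema6D TSS ends 6824 bp from the CACGTG, and those nearest to the Sema3D and Sema3A TSSs are the peaks 31.1 kb and 166 kb away.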

Based on our in silico analysis analysis, Bmal1-binding sites are present on all three of these semaphorins. Interestingly, in the Sema6D and Sema3A promoter, there is a clock-binding E-box (CATATG) site close to the Bmal1 E-box. This region has considerable sequence homology in the mouse and human, to regulatory sequences of genes that are under circadian regulation (Fig. 6a).

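The mouse sequence of Fig. 6a around the Bmal1 E-box of Sema6D, AGAAGCACGTGGGCTAAGGGGGTGGGAG, occurs once in mm10, on chromosome 2 from 124089941 to 124089968, with CACGTG from 124089946 to 124089951, 23 bp upstream of the first curated TSS. The sequence around the CLOCK site, GAATACATATGGATTATA, occurs once as well, from 124088549 to 124088566, with CATATG from 124088554 to 124088559, 1415 bp upstream of that TSS. The 2 sites of Sema6D are 1392 bp apart. Sema3A has a CATATG 1397 bp and 1709 bp upstream of its later TSSs and no CACGTG in the 2 kb upstream of any TSS, and Sema3D has neither. No narrow or broad peak of any list covers the Sema6D sites. The broad peak of the pooled P3 libraries nearest to the CACGTG lies 8.08 kb away and that of P3 replicate 4 lies 7.79 kb away, while the nearest narrow peak of P3 replicate 5 lies 45.7 kb away and that of P3 replicate 4 lies 82.0 kb away. From the semaphorin targets of the ChIP analysis and the E-boxes found in their promoters, the paper goes on to measure the transcripts of the 3 genes. It used retina with Bmal1 deleted by Chx10Cre, a driver it describes as mosaic, with deletions that are sometimes partial. The paper reports a lower Sema6D transcript level there and no difference for Sema3A and Sema3D. It states in the title of Fig. 6 that Bmal1 regulates Sema6D expression. Total Sema6D protein was reported as not different. From the lower level of the membrane-bound protein the paper proposes that Bmal1 may regulate the targeting of this receptor to the membrane.

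**Figure D3:**
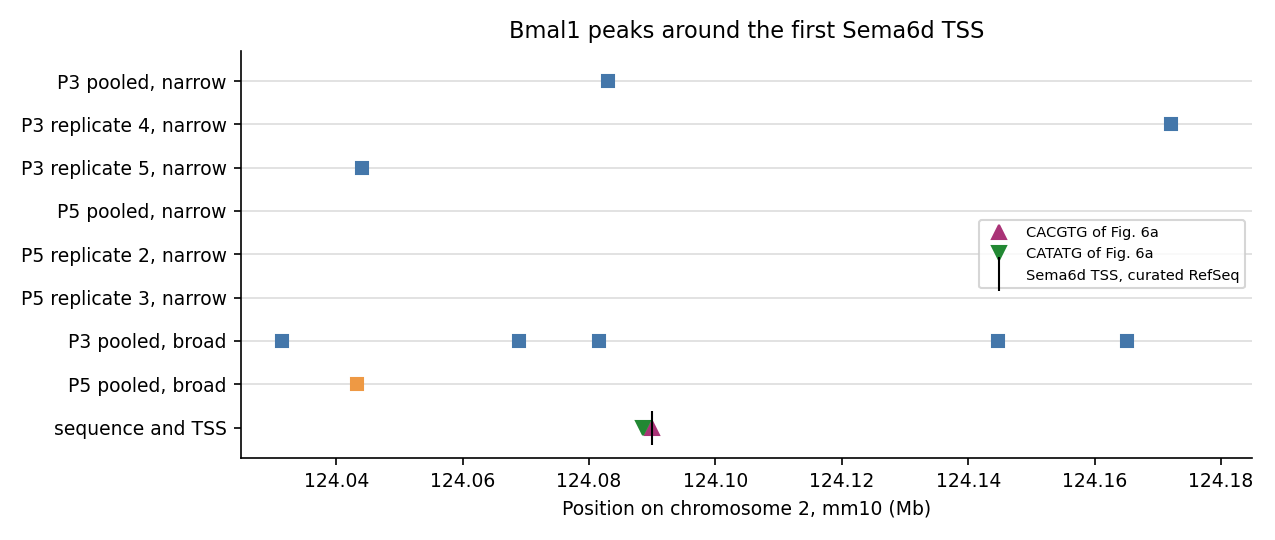
Bmal1 peaks around the first Sema6d TSS on chromosome 2 (position in Mb, mm10), by list, with P3 in blue and P5 in orange. Triangles mark the CACGTG and CATATG sites of Fig. 6a and the vertical line the TSS. The narrow peak of the pooled P3 libraries lies 6.93 kb upstream of the TSS, and the nearest narrow peaks of the single P3 libraries lie elsewhere, 45.7 kb and 82.0 kb from the CACGTG.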

**Fig. 6:**
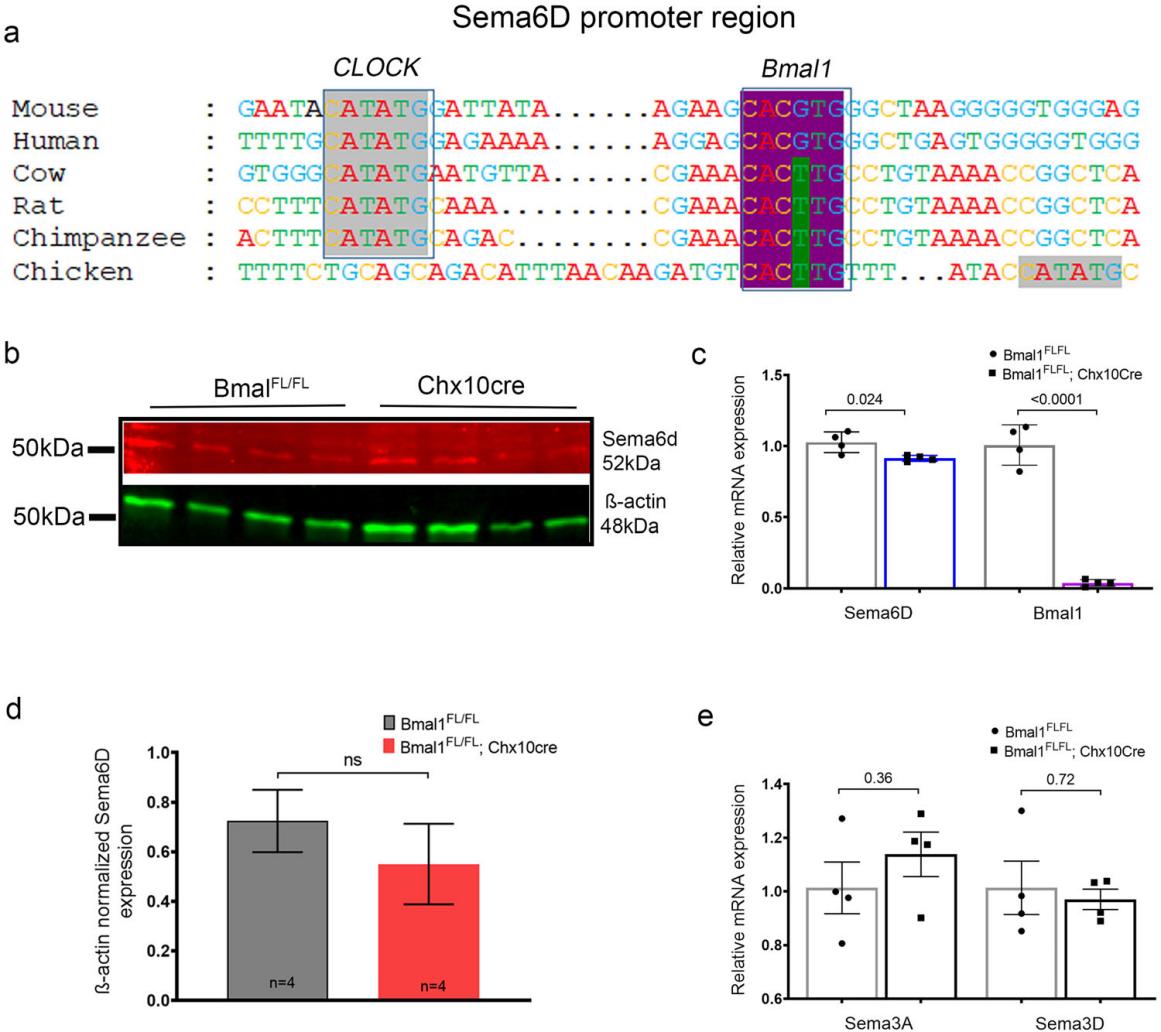
Bmal1 regulates Sema6D expression. **a** Alignment of the region surrounding the conserved E-box-binding sequence for Bmal1 (highlighted in purple) and CLOCK (gray) in the promoter region of Sema6D, ~800 bp upstream of the transcription start site. **c** Quantitative RT PCR analysis for Sema6D transcript shows lower amount of transcript at P2.5 in the Bmal1^FL/FL^; Chx10Cre mutants compared to control Bmal1^FL/FL^ animals. **b**, **d** Protein blots of retinal lysates probed with Sema6D antibody shows a reduction in the Sema6D protein levels in the Bmal1^FL/FL^; Chx10Cre retina. **e** Quantitative RT PCR analysis indicating that *Sema3A* and *Sema3D* mRNA levels are not different at P2.5 in the Bmal1^FL/FL^; Chx10Cre mutants compared to control Bmal1^FL/FL^ animals.

Next we investigated whether Bmal1 can regulate the expression of these semaphorins. At P3, Sema3A and 3D transcripts levels did not differ between the Bmal1^FL/FL^: Chx10Cre retina and the controls (Fig. 6e). However, Sema6D levels were significantly lower in the Bmal1^FL/FL^; Chx10Cre animals (Fig. 6c). Next, we investigated whether the Sema6D protein levels differed in the Bmal1^FL/FL^; Chx10Cre retina. Surprisingly, though the total levels of the protein was not different, but the membrane bound receptor level was reduced in the Bmal1^FL/FL^; Chx10Cre retina (Fig. 6b, d and Supplementary Figs. 5, 6). This data raises the possibility that Bmal1 may be regulating the targeting of this receptor on the membrane and thus affecting angiogenesis.

## Discussion

Our data strongly supports a role for a neuronal clock in regulating retinal angiogenesis by controlling the balance between the angiogenic and anti-angiogenic modulators. We have demonstrated that changing the light environment results in a hypertrophic retinal vasculature. These results indicate that the embryonic retina requires these light cues to establish a robust light driven circadian oscillator within the retina. There is increasing evidence to suggest that spectral composition of the light can have a huge impact on the circadian system^24–26^. In rodents, exposure to blue light can interfere with the clock gene expression in the SCN^27^ while in humans blue light exposure in the evening can suppress melatonin and negatively impact the wake sleep cycle^28^. Recent studies have shown that even very dim UV light can elicit neuronal responses within the SCN, thus further supporting a role for short wavelength of light in circadian functions^29^. It remains to be determined whether the embryonic retina is also sensitive to certain wavelengths of light. The genetic deletion of Bmal1, the core clock gene, results in a similar phenotype, suggesting that the light-mediated signals are regulating the expression of Bmal1. Bmal1 is unique among the core clock genes in that its disruption alone leads to arhythmicity^30^. Animals with global deletion of Bmal1, display various physiological deficits, including defective glucose/lipid metabolism, progressive arthropathy, early aging, decreased longevity, and infertility^31,32^. Bmal1 function within the retina is required for circadian rhythms of inner retinal visual processing, specifically for the circadian rhythms of the light-adapted ERG b-wave amplitude and b-wave implicit time^33^. Additional studies have shown that retinal loss of bmal1 has multiple age-related effects on both rod and cone pathways mediated by different mechanisms. The absence of Bmal1 also affects visual acuity and contrast sensitivity^34^. We have previously shown that loss of retinal Bmal1 controls the retinal progenitor proliferation by regulating the cell cycle. Furthermore, Bmal1 is also required for the spectral identity and function of the cone photoreceptors in the retina. In addition to Bmal1, both the transcripts and the protein levels for Per, Cry, Rora and Clock also show circadian variations in the adult retina^35–37^. Protein products of these clock genes regulate cellular processes during eye development. For example, deletion of Per1 and Per2 results in a number of developmental defects in the retina. Similarly, Cry1/Cry2 mutants exhibit defects in cone photoreceptor function. These pleiotropic effects of loss of circadian proteins illustrates the complex role of circadian proteins in tissue development as well as function. Increasing evidence suggest that circadian proteins like Bmal1 play an essential role in organ physiology and tissue homeostasis that are independent of their circadian function^38^. However, many non-circadian functions of these proteins are still poorly understood. Though, it is conceivable that the effects on the retinal vasculature are mediated through a non-circadian function of Bmal1, it is highly unlikely given that we also see an effect in the Per2^FL/FL^; Chx10Cre animals. Our results indicate that the embryonic retina requires these light cues to establish a robust circadian oscillator within the retina.

### Heterogeneity between the superficial, intermediate, and deep-layer vasculature

The loss of Bmal1 and Per2 from the retinal neurons does not have a homogenous effect on the retinal vasculature. During early development, the superficial layer density is altered by the loss of Bmal1 and Per2. The superficial layer develops in close contact with the ganglion cell layer and the astrocytes, both of which can influence the growth of the vessels. Given that we have previously shown that melanopsin expressing intrinsically photosensitive retinal ganglion cells (ipRGCs) are required for normal growth of the superficial layer, it remains a possibility that the clock function is required in the ipRGCS. However, recent studies have shown that the opsin-5 expressing ganglion cells can also regulate retinal angiogenesis and hence the location of the clock could be in either or both of these ganglion cells. Interestingly, in the Per2^FL/FL^; Chx10Cre animals, there is an opposite effect on the retinal vasculature. At P7.5, vessel density in the Per2^FL/FL^; Chx10Cre animals is less than the wildtype, but by P20.5, the superficial layer is similar between the WT and Per2^FL/FL^; Chx10Cre. This data suggests that the loss of Per2 from the retinal neurons results in accelerated growth and remodeling of the retinal vasculature. At P20.5, the deeper layer vessel density is similarly reduced in the Per2^FL/FL^; Chx10Cre and remains to be determined whether these changes in the deeper plexus are transient. Conversely, in the Bmal1^FL/FL^; Chx10Cre animals, the hyperproliferative phenotype detected at P7.5 remains persistent but the deeper layer plexus is unaffected. These regional effects on the vessel density could be explained by differences in the neuronal population that are driving the growth of the vessels. For example, deletion of Vegfa from the amacrine and horizontal cells, despite causing a substantial reduction in Vegfa transcript levels in the INL, does not affect either the superficial or deep layer plexus. However, it does result in severe attenuation of the intermediate plexus. Alternatively, Vegfa overexpression in amacrine and horizontal cells induces massive neovascularization both in the INL and IPL^17^. Our observations are similar and suggest that clock genes within these neuronal population are differentially regulating the factors that drive angiogenesis. Surprisingly, there was no difference in the levels of Vegfa transcript in Bmal1^FL/FL^; Chx10Cre retina at P3 (Supplementary Fig. 4), suggesting that neuronal clock is regulating other angiogenic factors. This finding is opposite to what has been reported in zebrafish, where Bmal1 regulates developmental angiogenesis by directly binding to the Vegfa promoter^39^. The difference could be due to species differences, cell type specific function of Bmal1 or the timing of assessments. Nevertheless, our data supports a role for the neuronal circadian clock in the regulation of retinal angiogenesis.

### Semaphorin in angiogenesis and OIR

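A table of PANTHER pathways among the authors' files places the Wnt pathway first of 114 pathways with 43 genes and cadherin signaling second with 32. Angiogenesis has 19 genes, as does the integrin pathway, and axon guidance mediated by semaphorins has 2, as do 19 pathways in all, which share ranks 59 to 77. These are the authors' counts, they are not corrected for the number of genes in a pathway, and the gene list submitted is not named. In the lists fixed here, the number of genes nearest to a P3 peak, divided by the mean over shifted peaks, was 0.757 for semaphorins, 0.787 for their receptors and effectors, 1.23 for cadherins and 1.41 for actin cytoskeleton genes, and none of these 4 passed the permutation test. These are genes of all narrow peaks, while Fig. 5c rests on genes selected by motif, which were not tested by themselves. In P3 replicate 5 the ratios were 2.02, 0, 1.01 and 1.25 in this order, and in P3 replicate 4 0.682, 1.25, 1.05 and 1.47, with no adjusted p under the threshold.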

At P3, semaphorin signaling pathway is the most dominant pathway influenced by Bmal1. Semaphorins are a large and diverse family of widely expressed secreted and membrane-associated proteins that play an essential role in neuronal development, angiogenesis, immunoregulation, and cancer. The best-characterized receptors for mediating semaphorin signaling are membranes of the neuropilin and plexin families, but the molecular mechanisms of semaphorin signaling are still poorly understood. Our data suggest that Sema3A, 3D, and 6D expression is highly regulated by neuronal Bmal1. The function of these semaphorins is largely confined to the growth of the axons^40–42^, except Sema3A, which is also involved in pathological angiogenesis. In an OIR model, deletion of Sema3A in retinal ganglion cells results in normal vascular regeneration in the ischemic retina. Thus, it appears that Sema3A is secreted by hypoxic neurons and inhibits the vascular regeneration of the retina while enhancing pathologic retinal neovascularization^43^. It is not known whether Sema3D or 6D can function similarly in the retina but all three of these have functional role in either inhibiting or promoting tumor angiogenesis^44,45^. Neither Sema3A nor 3D transcripts are altered in the Bmal1^FL/FL^; Chx10Cre retina but the Sema6D transcript is reduced at P3 (Fig. 6e). It is conceivable that Bmal1 does not regulate the class 3 semaphorins at P3 and these semaphorins do not play any functional role in retinal angiogenesis. It will be interesting to determine whether dysregulated expression of these semaphorins occurs under stress and injury due to a dysfunctional circadian clock. 

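No semaphorin gene had a narrow peak in the pooled P5 libraries, where shifted peaks gave a mean of 0.68 genes and a range of 0 to 2 in 95% of the shifts (one-sided permutation p for a deficit = 0.49). In P5 replicate 3 there were 3 narrow semaphorin peaks, 2 at Sema3a and 1 at Sema6d, 539 kb from the Sema6d E-box, and P5 replicate 2 had none. The broad list of the pooled P5 libraries holds 13 peaks in 4 semaphorin genes, Sema3a, Sema3d, Sema3e and Sema6d, against a mean of 4.55 genes over shifts (permutation p = 0.73), and none of the 13 lies within 10 kb of a TSS. The narrow P3 peak in intron 10 of Sema3a overlaps a broad peak of P5 (chromosome 5, 13564646 to 13565351) by 87 bp. The difference between P3 and P5 in semaphorin genes was not tested across libraries.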

Bmal1 occupancy of the semaphorin promoter is extremely dynamic, as none of these semaphorins were bound by Bmal1 at P5 (Supplementary Table 3). Thus, our data indicates that Bmal1 is transiently regulating semaphorin expression in the neurons perhaps to prevent aberrant growth of the blood vessel.

### Circadian clock in regulation of angiogenesis or retinopathies

Our analysis suggests a role for Bmal1 signaling in driving neovascularization. Accordingly, in animals with oxygen-induced retinopathy, loss of Bmal1 causes a drastic reduction in neovascularization. Moreover, the regrowth of the vessels into the hypoxic area is accelerated. In these animals the retinopathy is induced during development and thus it can be argued that Bmal1 is important during development. However, we observed a similar reduction in choroidal neovascularization in the laser-induced model with accelerated recovery of the vasculature. Thus, we propose that there is a common mechanism by which injury leads to a local disruption of the circadian clock, which is in turn results in local upregulation of angiogenic factors. Under these conditions, loss of Bmal1 could be protective as it will result in inactivation of the dysregulated clock that promotes the progression of retinal pathologies. A similar observation was noted in an animal model of diabetic retinopathy, where loss of Bmal1 ameliorates retinal pathologies associated with diabetic retinopathy like the thinning of the retina and upregulation of molecular markers for DR^46^. Conversely, animals with global loss of Per2, exhibit vascular phenotypes that are similar to what is observed in diabetic animals. The authors only examined the retina but the animals were not subjected to any injury to assess for the effects of Per2 on neovascularization^47,48^. In our analysis, loss of Per2 from the retina has a similar effect on neovascularization, suggesting that inactivation of the dysregulated clock can be protective against ischemia induced neovascularization.

In conclusion, the mammalian circadian clock is emerging as a critical component for several disease processes that include aging-related disorders, retinopathies, neurodegenerative diseases, and cancer^49–53^. Angiogenesis is one of the most important processes for the progression of these diseases^23,54,55^. Therefore, a tremendous effort has been directed towards anti-angiogenic therapy in cancer, retinopathies, metabolic diseases or chronic inflammatory diseases and proangiogenic therapy in neurodegenerative disorders, myocardial infarction, stroke or diabetic peripheral vascular disorders. The circadian clock may affect angiogenesis by directly regulating both pro and anti-angiogenic factors. Interestingly, clock malfunction might contribute to the pathogenesis of the disease but loss of the clock genes themselves may protect from aberrant and leaky vessel growth. As our knowledge continues to expand in regards to the significant role of circadian clock genes in the pathophysiology of the disease states, future targeting of the underlying pathways that control mammalian circadian rhythm may hold the key for the development of novel therapies against aging-related disorders, retinopathies, neurodegenerative disease, and tumorigenesis.

## Methods

### Mouse strains

Transgenic mice carrying Bmal1^FL/FL^ (stock no. 018985) tdTomato (stock no. 007914), Chx10Cre (stock no. 005105) were purchased from The Jackson Laboratory (Bar Harbor, ME). Bmal^FL/FL^; Chx10Cre and Per2^FL/FL^; *Chx10Cre* were generated as previously described^9,10^. Inducible Pdgf-icreER were purchased from MRC^56^. For endothelial cell gene deletion canola oil-dissolved tamoxifen (T6648-1G, Sigma St. Louis, MO, USA) was injected intraperitoneally at 15 μg/g body weight from day of birth (P0.5) till P2.5. Pdgf-icreER were crossed to Bmal1^FL/FL^ to generate Bmal1^FL/FL^; Pdgf-icreER. Similar scheme was used to generate Bmal1^FL/FL^; tdTomato^FL/+^; Pdgf-icreER (mutant) or tdTomato^FL/+^; Pdgf-icreER (control). All WT animals used in the study are derived from C57BL/6J and the transgenic mice are also from the C57BL/6 J background. All animals were maintained in a light/dark (12 L:12D) and fed ad libitum with normal chow. Embryonic ages were determined based on the detection of the vaginal plugs in the pregnant females and marked as E1 (embryonic day 1). At E13 cages were assigned to DD conditions and maintained till E16. LL cages were assigned to LL conditions at E15 and maintained till postnatal day P4.5. LD cages were maintained in 12 h light/dark cycle, DD cages were kept in constant darkness and LL cages were maintained in constant light throughout the experimental period. The LL lighting conditions were the same as the regular mouse room light with standard fluorescent lighting (0.51 KLx). An infrared night vision goggle was used to monitor the animals in the DD room. Animal use protocol was approved by the Institutional Animal Care and Use Committees at Cleveland Clinic (IACUC), and all procedures followed the Association for Research in Vision and Ophthalmology (ARVO) guidelines for the use of animals in vision research.

### Quantitative PCR

Total RNA was extracted from neural retina using an RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. 250 ng of DNAse-treated RNA was reverse-transcribed using a Versoenzyme CDNA synthesis kit (Thermo Fisher Scientific, Waltham, MA, USA). cDNA amplification was performed using gene-specific primer sequences are mentioned in Supplementary Table 1. Real-time PCR was performed using Quantstudio3 (Biorad) using a Radiant SYBR green Low-ROX qPCr mix (Alkali Scientific, Pompano Beach, FL, USA). Each assay was run in biological duplicate or triplicate. Expression of beta actin was used as the endogenous control for mRNA relative quantifications. Relative quantification of gene expression levels between samples was performed using the comparative Ct (threshold cycle number) method^57^. Subsequently, the 2^ΔΔ*Ct*^ method was used to evaluate the relative expression level (fold change).

### ddPCR

Reaction mixtures containing primers (250 nM), template (250 ng) and QX200™ ddPCR™ EvaGreen Supermix with 1x as final concentration (Bio-Rad: 1864034) of total volume 20 µl were used according to the manufacturer’s instructions. Droplet generation and transfer of emulsified samples to PCR plates was performed according to manufacturer’s instructions (Bio-Rad: QX200™ Droplet Generator). The ddPCR plate was sealed with a foil heat seal (Bio-Rad: 1814040) and the PX1™ PCR Plate Sealer (Bio-Rad: 181–4000). For transcript count ddPCR (Bio-Rad: QX200 Droplet Digital PCR (ddPCR™) System) was used. For ddPCR technology, the absolute quantity of DNA per sample (copies/µl) was processed using QuantaSoft (v.1.7.4.097) and for analysis QuantaSoft analysis Pro (1.0) program was used.

### Endothelial cell isolation by fluorescence-activated cell sorter (FACS)

Post enucleation, retinas were dissected in ice cold DMEM from P7.5 pups of the following genotype: Bmal1^FL/FL^; tdTomato^FL/+^; Pdgf-icreER. Retinal dissociation was done in *Dulbecco’s Modified Eagle Medium* (DMEM) containing 10 mg/ml of collagenase A (10103578001, Roche, USA) and 3U/ml of DNase1 (D5025, Sigma, St. Louis, MO, USA) at 37^ o^C for 20 min with pipetting every 10 min. Cells were passed through a 70 µm cell strainer (Fisher Scientific, 22363548) and centrifuged for 8 min at 3000 rpm. After PBS washes cells were reconstituted in PBS containing 1 mM EDTA. TO-PRO (T3605, Themo Scientific, Waltham, MA, USA) or DAPI were used for identification of dead cells. Both GFP and tomato double-positive population were sorted and collected in RLT buffer for RNA isolation using the RNeasy mini kit (Qiagen, Germantown, MD, USA).

### Western blot

Isolated retinas were lysed in lysis buffer for protein extraction as previously described^19^. Isolation of membrane and cytoplasmic fraction was performed as described^58^. Blots were probed with antibodies against Bmal1 (ab3350; Abcam, Cambridge, MA, USA), Sema6D (AV49583, Sigma), and β-actin (4970 L; Cell Signaling Technology, Danvers, MA, USA), β-tubulin (9F3; Cell Signaling Technology, Danvers, MA, USA). Immunoblots were visualized using IRDye 680RD donkey anti-mouse/rabbit antibody or 800CW donkey anti-mouse/rabbit secondary antibody (925-32213; Li-Cor Biosciences, Lincoln, NE, USA). Membranes were scanned with an Odyssey infrared scanner (Li-Cor Biosciences).

### Whole-mount immunofluorescence of retina

Retinas were dissected and fixed in 4% PFA for 1–2 h at room temperature (RT, washed three times in PBS for 10 min, permeabilized for 1 h using 1% Triton X-100, blocked in 0.03% Triton X-100 with 3% BSA in PBS for 1 h at RT. Retinas were incubated with Isolectin Alexa 488-Isolectin IB4 (1:200) (121411; Life technologies, Carlsbad, CA) for 24–48 h at 4^ o^C. Retinal flat mounts were mounted in mounting medium. Imaging was done using a Leica laser scanning confocal microscope^59^. Whole retinal flat-mount or cross-sectional images were combined images that were created from stitching individual 10x or 20x tile images.

### Cosinor analysis

The rhythmicity of gene expression was evaluated using web-based tool (https://cosinor.online/app/cosinor.php) and further confirmed with cosinor analysis, as defined by the equation [*Y* = mesor + (amplitude* − cos(2*p*(*X* − acrophase)/wavelength]^60^, with a constant wavelength of 24 h, and cosine curve as the alternative hypothesis. Once rhythmicity was established, the cosine curve parameters were calculated: mesor (the mid-value of the cosine curve representing a rhythm-adjusted mean), amplitude (the difference between the peak and the mean value of the cosine curve), and acrophase (the time of the peak of fitted curve, each individual parameters were compared. Two-way ANOVA was used with a multiple comparison by the Sidak–Bonferroni method to compare the control LD and LL-exposed groups. Data are reported as the mean ± SEM of 4–5 animals. Two-tailed *t*-tests were performed to compare the trends in amplitude, mesor and acrophase. All tests were performed in Graph Pad Prism 6 & 9 (GraphPad Software Inc., San Diego, CA, USA).

### OIR

The ROP model used in this study is based on the protocol established by Smith et al.^21^. In brief, nursing mothers and their pups are placed in 75% oxygen (hyperoxia) in the Biospheric animal hyperoxia system (Biospherix Ltd.) for 5 days (P7.5 through P12.5, date of birth is P0.5). Animals are returned to the normal oxygen conditions (normoxia) at P12.5. Oxygen-induced vascular pathologies like vaso-obliteration and neovascularization is automatically quantified using deep-learning segmentation software available for free at an open source repository^61^.

### Chromatin immunoprecipitation (ChIP) sequencing

A detailed protocol for the ChIP analysis is reported previously with the exception that retina was isolated from P3 and P5 and the time of the tissue harvest is ZT = 4 for P3 and P5. In brief, ChIP assay was performed using the rabbit anti-Bmal1 antibody (2 µg/sample, 12-370, Abcam, Millipore, Billerica, MA, USA). An Ultrasonicator (Model S2, Covaris, Inc.Woburn, MA, USA) was used for fragmentation of chromatin DNA. All other protocols were followed as described^9^ and the analysis was performed by the Genomics Facility-University of Chicago, Chicago, IL, USA. Sequencing was done using HiSeq 4000 (Illumina, San Diego, CA, USA). Motif-specific analysis was done using Cistrome and Memechip tools and the resulting analysis was further confirmed with https://epd.epfl.ch//index.php.

### Optical coherence tomography

Ultra-high-resolution spectral domain optical coherence tomography (OCT) system (Envisu R2210 UHR Leica Microsystems Inc.) was used for in vivo cross-sectional imaging. The scan parameters used were 1.8 × 1.8 mm rectangular volume scan, 1000 a-scans/200 b-scans averaged three times per b-scan. The B-scan was used to measure the width (*a*) and depth (*b*) of the lesion. The volume intensity projection (VIP) image was used to measure the length (*c*) of the lesion. The lesion volume was calculated using the formula *A* = 43*πabc*. Immediately after the laser injury, each animal was scanned for ruptured Bruch’s membrane to confirm successful CNV induction. The inclusion criteria to include a lesion in the quantitative analysis is as described^62^. Each CNV lesion was then followed over time using the same scan parameters at day 7, 14, and 21. The volume of each lesion was calculated with OCT volumetric scans using previously described methods^62^.

### Scanning laser ophthalmoscopy

Animals were imaged with cSLO (Heidelberg SPECTRALIS, Heidelberg Engineering, Germany) as previously described^63^. Briefly, for all post laser imaging, fluorescein angiography (FA) was performed at the RPE-choroid interface and vitreous–retina interface for early-phase and late-phase CNV leakage analysis. For intraperitoneally injected Na Fluorescein (1% in saline, 50 μl) (AL-FLUOR 10%, Akron Inc.) early-phase images of fluorescein angiography (FA) were taken at ~3 min and late-phase images were taken at ~6 min. CNV images were analyzed in ImageJ (Version 1.52a) by measuring area of leakage.

### Statistical analysis

Statistical significance was determined using Graphpad Prism 9.0^64^. Results comparing control to mutant groups were analyzed using Student’s two-tailed *t*-test. The LD and DD comparison were done using two-way repeated measures ANOVA followed by pairwise multiple comparison using Tukey’s test or Sidak–Bonferroni method. All data was assessed for normalized distribution.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Material

Reporting Summary

## Data Availability

The authors declare that data supporting the findings of this study are available within the article, and its supplementary information files. Raw data and related files for CHIP-seq is deposited to GEO and the accession number is GSE207271.

# Supplementary material for: Neuronal Bmal1 regulates retinal angiogenesis and neovascularization in mice
**Source:** Commun Biol. 2022 Aug 6;5:792. doi: 10.1038/s42003-022-03774-2
**Supplement:** Supplementary file 2 — Supplementary Material

Supplementary Figure 1:

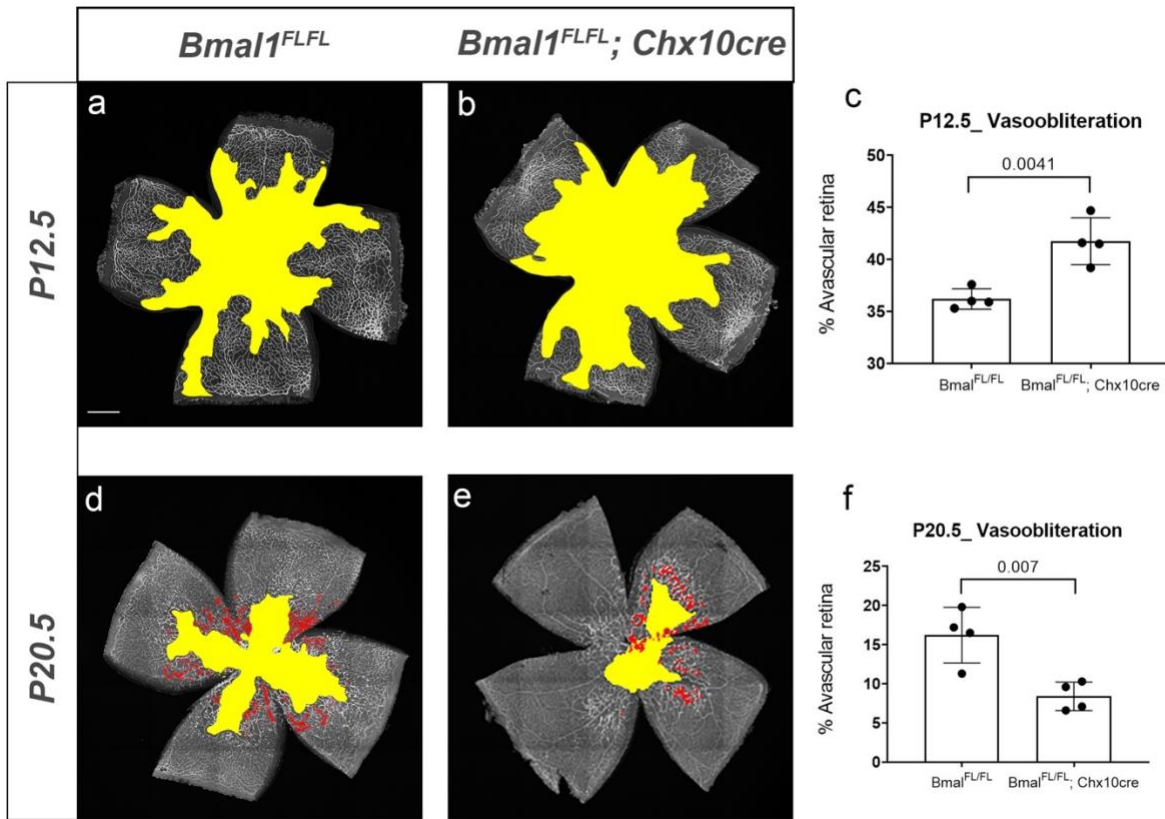

Supplementary Figure 1: **Bmal1 negatively regulates revascularization:** (a-e) Representative images of the P12.5 retinas with avascular area outlined in yellow and neovascular tufts (red) in the control *Bmal1^{FL/FL}* (a, d), and *Bmal1^{FL/FL};Chx10cre* (b, e) animals at the indicated ages. (c) Graph showing a significant difference in capillary regression in the mutants compared to the controls, quantified as avascular area at P12.5. (f) Quantitation of the avascular area at P20.5, shows that vessel regrowth is accelerated in the *Bmal1^{FL/FL}; Chx10Cre* animals compared to the controls. n=4, each dot represents average from two eyes. Error bars represent SEM. Scale bar=500 μ m.

Supplementary Figure 2:

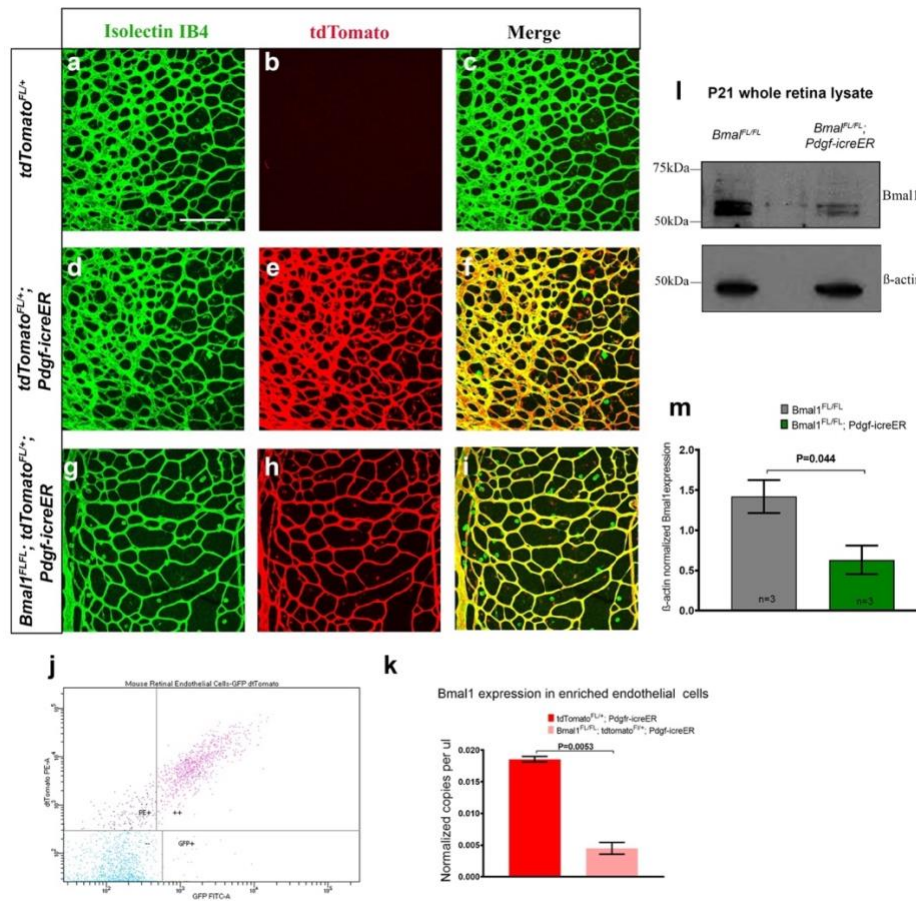

Supplementary Figure 2: **Validation of loss of Bmal1:** Tamoxifen was administered intraperitoneally for three consecutive days starting at day of birth, to elicit cre mediated deletion of Bmal1. (a-i) Retinal vasculature at P7.5 labeled with isolectin (green) and the cre reporter transgene, tdtomato (red) to show specificity of Cre expression in the endothelial cells. (l) Western blot image of retinal lysates probed with Bmal1 and β-actin (housekeeping protein) antibody at P21. (m) Quantification of Bmal1 protein normalized to β-actin, show reduced Bmal1 protein in mutant (*Bmal1^{FL/FL}; Pdgf-icreER*) compared to controls (*Bmal1^{FL/FL}*). (j) Representative fluorescence-activated cell sorting (FACS) plot of retinal endothelial cells to show the selection of the endothelial cell population, identified as tdTomato and GFP double positive. (k) ddPCR quantification of Bmal1 copy numbers in the enriched endothelial cell population, show a significant reduction of Bmal1 copies in the mutant (*Bmal1^{FL/FL}; tdTomato^{FL/+}; Pdgf-icreER*) as compared to the control (*tdTomato^{FL/+}; Pdgf-icreER*). n=3. Error bars are represented by SEM. Scale bar=50μm.

Supplementary Figure 3:

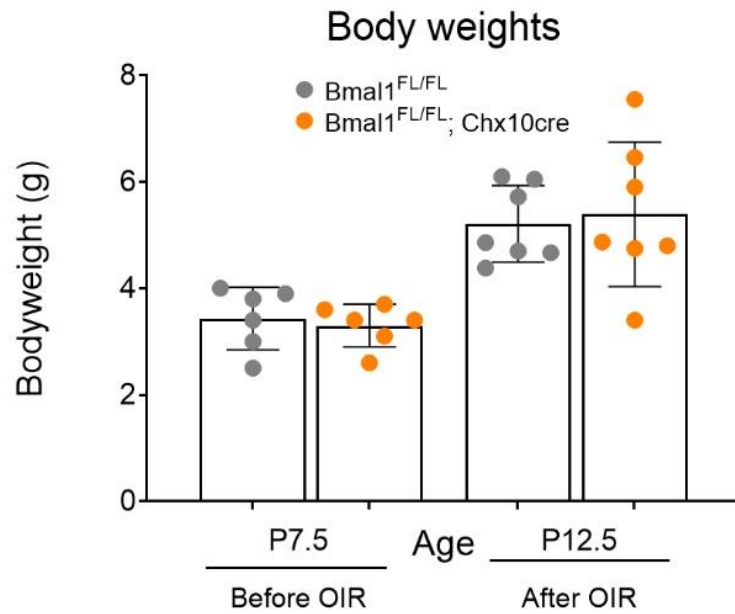

Supplementary Figure 3: **Body weights before and after OIR exposure:** Graph indicates that there is no difference in animal weight between the control ($Bmal1^{FL/FL}$) and mutant ($Bmal1^{FL/FL}; Chx10cre$) before (P7.5) and after (P12.5) the mice were exposed to OIR conditions. $n=5-7$. Error bars are represented by SEM.

Supplementary Figure 4:

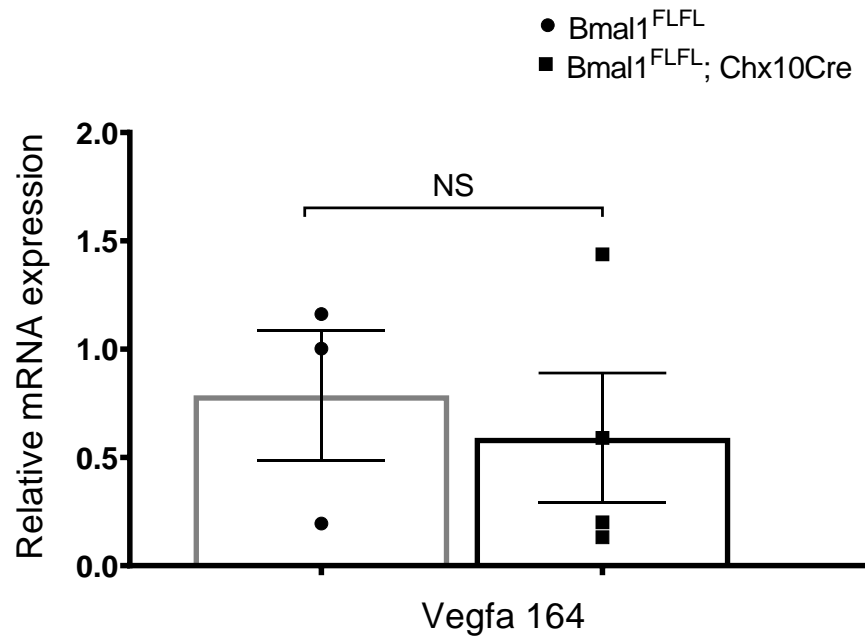

Supplementary Figure 4: **Bmal1 deletion from retinal progenitor cells does not affect Vegfa transcript levels:** Relative retinal mRNA expression of Vegfa 164 in P2.5 (P3) control (Bmal1^{FL/FL}) and mutant (Bmal1^{FL/FL}; Chx10cre) mice. n=3-4, each dot represents average from two eyes Error bars are represented by SEM.

Supplementary Figure 5

Uncropped western blot probed using Sema6D antibody.

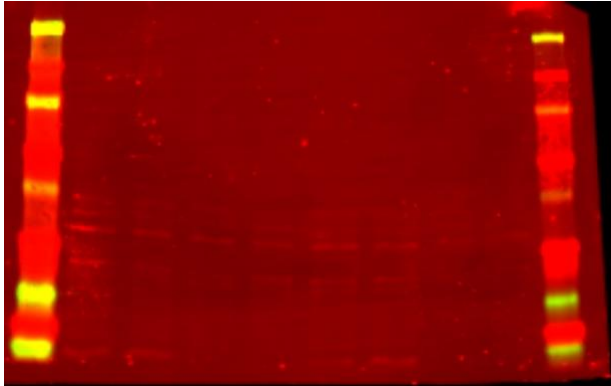

Supplementary Figure 6

Uncropped western blot probed using beta-actin antibody.

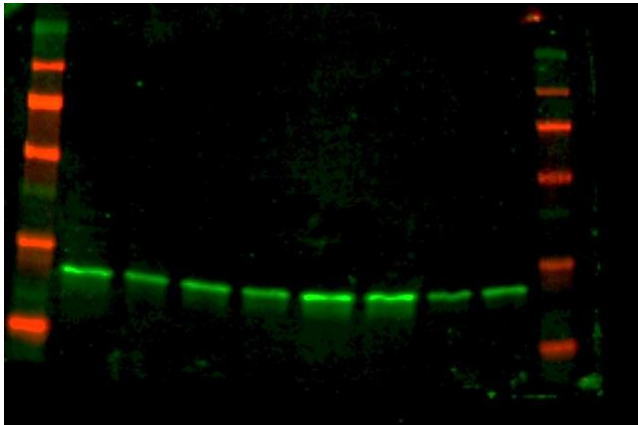

Supplementary Table 1: qPCR primers list.

**Gene**	**Forward**	**Reverse**
Bmal1<br>Exon 8	GGGCCACAGTCAGATTGAAA	GCTGAACAGCCATCCTTAGC
Sema3A	TGGGATTGCCTGTCTTTT	GGCCAAGCCATTAAAAGTGA
Sema3D	GTTGCTAGCAGGAAGGGTGA	ACAGGAAGAAAGAGCACCGT
Sema6D	CTCTGAAGCTGGCGTGGTACTT	TGAGACCACCTTTCTGTCCTCC
Vegfa<br>164	AACGATGAAGCCCTGGAGTG	CAAGGCTCACAGTGATTTTCTGG
Actin	TTCTTTGCAGCTCCTTCGTT	ATGGAGGGGAATACAGCCC

Supplementary Table 2:
P3-List of genes with Bmal1 Ebox regions

Aass	Hamp
Asxl2	Haus6
Atp6v0a2	Hmx1
Gm10415	Hottip
Lrrc4c	Igfbp1b
Nipbl	Iscal
Otx2os1	Magi2
Parva	Pde10a
Rnf144b	Pdzrn4
Ssh2	Phc1
Strn	Pmvk
Ttll1	Prdm13
Tulp3	Prlr
Unc13c	Sec14l1
Vmn2r78	Sema3A
Ankrd12	Sema3D
Atp2b1	Sema6d
Celf2	Slc44a1
Col13a1	Tmem117
Cyp2u1	Ypel5
Dlg2	Zbtb7b
Eif5	Acaca
Fam13b	Dsg1b
Fgd1	Enox2
Fstl1	Gm16675
Galnt13	Gm31517
Gfra2	Kirrel3
Gm20754	Ttc6
Gnaq	4930529I22Rik
Gm25339	Aatf
Gm42860	Cyp2b26-ps
Gm48779	Dsg1a
Gm49634	Eif4b
Irf2	Gm12684
Kirrel3os	Gm12692
Lcmt1	Gm13498
Man2a1	Gm13678
Nek10	Gm14696
Nipsnap1	Gm19256
Oas1g	Gm24526
Olfir459	Tead1
Rnf11	Trpm3
Rpl26-ps2	
Sspo	

Supplementary Table 3:

P5-List of genes with Bmal1 Ebox regions

Enox1
Gm47200
Inhbe
Kif5c
Myo9a
Xpo5
Gm29235
Gm47030
Gm47034
Gm48841
Gm49003
Gm5161
Gm6261
Inhbc
Kif5c
Senp8
Sipa1l2

# Supplementary material for: Neuronal Bmal1 regulates retinal angiogenesis and neovascularization in mice
**Source:** Commun Biol. 2022 Aug 6;5:792. doi: 10.1038/s42003-022-03774-2
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	LASX (Leica) used for retinal flat mounts,<br>LICOR Software (Odyssey) used for western blot analysis
Data analysis	Cosinor. online web based tool was used for rhythmicity analysis.<br>GraphPad Prism V9.0,<br>Cytoscape<br>Ingenuity Pathway Analysis (IPA)<br>Galaxy Cistrome,<br>MemeCHIP online tool,<br>Eukaryotic Promoter Database tool

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the (Chip-Seq) data supporting the findings of this study are available before the manuscript will be published.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were determined based on previous publications where we showed that 5 animals of control and mutants are sufficient to permit detection of differences in vascular phenotypes of 50% with a statistical power of 80% and a significance level of 0.05 (two-tailed test). For some experiments, sample sizes were determined based on mean and SD values acquired from pilot studies. In these experiments, the sample size was determined to be the optimum number of animals needed to attain a statistical significance of <P0.05 with a 90% probability.

Data exclusions

No data was excluded from the analysis

Replication

Each experiment was repeated more than 3 times. For each experiment, animals were acquired from one or more litters.

Randomization

Experiments were conducted double blind and then post analysis, genotypes were revealed. For some experiments, the conditions were known and animals were allocated into two groups, control and experimental group.

Blinding

In some experiments, where animals were maintained in constant lighting conditions, it was not possible to perform blinded analysis. However, for each experiment random animals were used from each condition and all data was compared to the control conditions.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	All antibodies are list are provided with vendor name and catalogue number in methods section.
Validation	Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Musculus, mixed strains and WT strains used are BL6129/6N
Wild animals	Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.
Reporting on sex	Animals were euthanized prior to weaning and sex information was not collected. For adult animals, animals were used based on genotypes and both sexes were used in the analysis.
Field-collected samples	For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.
Ethics oversight	Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	Data will be deposited in GEO. Accession number will be provided prior to publication.
Files in database submission	P3 and P5 ChIPSeq data.
Genome browser session<br>(e.g. UCSC)	No longer applicable

Methodology

Replicates	two for each age group.
Sequencing depth	20 million
Antibodies	ab3350; Lot. no.GR297717-3, Abcam, Cambridge, MA, USA
Peak calling parameters	Sequences generated from ChIPseq experiment were filtered for quality and adapter sequences using TrimGalore! (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Sequences from ChIP

samples and input controls were aligned to the GRCm38 mouse reference genome (mm10) with bowtie2. Peak calling was done using the aligned read files as input in MACS2 peak caller for broad regions of enrichment with variable-width peaks found in ChIP-Seq experiments. 

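The broad lists of variable width hold 19646 peaks in 6013 genes for the pooled P3 libraries and 4783 peaks in 2504 genes for the pooled P5 libraries, a ratio of 4.11. Their widths run from 500 bp to 1890 bp at P3 and to 1294 bp at P5. Single libraries gave 25380 broad peaks for P3 replicate 4, 10782 for P3 replicate 5, 7435 for P5 replicate 2 and 9915 for P5 replicate 3. Of the pooled P3 broad peaks, 327 overlapped a P5 broad peak, against a mean of 41.6 over shifts and a maximum of 63 (one-sided permutation p = 0.001, the smallest that 1000 shifts can give). The CACGTG motif was in 2.62% of the P3 broad peaks, against 5.21% of shifted positions, and in 2.76% of those weighted to the GC content of the peaks.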

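The annotation in the lists gives each peak the gene with the nearest TSS at any distance, and 80.1% of the P3 peaks and 80.7% of the P5 peaks received the same gene when the nearest TSS was taken from the curated RefSeq genes of GRCm38.p6. A gene can therefore be named for a distant peak. Rorb, an orphan nuclear receptor gene, was named for a peak 10.0 kb upstream (chromosome 19, 19121119 to 19121283) and Nr1d2, a repressor of the clock, for one 82.7 kb away (chromosome 14, 18156295 to 18156459). Rorb had a match to the flexible Bmal1 motif in its peak and Nr1d2 had none, and neither peak held CACGTG.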

Peak regions were annotated using MACS2 annotation scripts and the gene list was manually curated for genes of interest.

Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

retinal endothelial cells isolated from the tissue.

Instrument

a Becton-Dickinson Special Order BD FACSAria II fixed alignment cuvette cell sorter, consisting of five lasers, providing 16 parameters was used for cell sorting studies.

Software

BD FACSDiva™ Software

Cell population abundance

Enriched endothelial cell populations

Gating strategy

FSC/SSC plot was used to exclude cell debris, followed by elimination of aggregates on a FSC-A/FSC-H plot. A GFP/dtTomato plot was then generated to define the subsets of interest for sorting.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

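Bmal1 ChIP-seq was measured in retina of mice at P3 and P5, with 2 libraries per age and 1 input library. The authors trimmed the reads (Trim Galore, after bcl2fastq), aligned them to GRCm38 (mm10) with bowtie2, which the sample labels give as Bowtie, and called peaks against the input. The labels also list hg38 among the genome builds, and the coordinates and gene names of the lists are those of mouse mm10. MACS2 is the caller named by the Reporting Summary, and the headers of the lists name HOMER's annotatePeaks with mm10. Versions and calling thresholds are not given in the sources used here. The 14 deposited lists are narrow and broad calls for each of the 4 libraries, for the pooled libraries of each age and for all 4 Bmal1 libraries pooled. The last of these, although named as a control, holds Bmal1 libraries, so it was not used as a control. It holds 254 narrow and 8896 broad peaks. The score of a peak is in tags per 10 M, normalized to depth by the authors, and the distance to the TSS is in bp. The focus ratio of the narrow lists, the fraction of a peak's tags on the expected side of its center as computed by the authors' caller according to the file headers, was not used here. The authors' lists of gene names and their table of PANTHER pathways were also read. A text list of genes of angiogenesis and rhythmic processes, with no values, was not used, and neither were the matches to CACGTG that the authors entered beside some peaks. The other experiments of the paper (imaging, RT-PCR and protein blots) were not analysed here.

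The tags behind each narrow list were obtained from the largest step of which all scores are whole multiples within 0.0052. The steps give 55.2 to 68.3 M tags per library, and intervals given for shares cover counting error only, since tags and peaks called from pooled libraries are not independent measurements of retinas. Peaks were taken as called. Genes were counted by the authors' annotation, and for tests they were assigned to the nearest TSS of the curated RefSeq genes of GRCm38.p6. The null distribution was made of 1000 circular shifts of the peaks along each chromosome, in coordinates without the gaps of the assembly. Sequence to which reads cannot be mapped was not removed, which is a limit of this null. Another limit is that the list of olfactory and vomeronasal receptors, a negative control, passed it at P3. Permutation tests of overlaps, motifs and gene lists are one-sided, for a surplus unless a deficit is named, those of annotation classes and base composition two-sided, and p values over the 16 gene lists were adjusted by Benjamini-Hochberg. Two-sided Fisher's exact tests compared shares between the ages and between places shared by libraries and the others, and one-sided ones compared gene lists against the 12816 genes annotated to any peak. The background weighted to GC content was tested with a one-sided exact binomial test. Shares have 95% Clopper-Pearson intervals. The significance threshold was 0.05. The number of genome copies of a peak's sequence was counted with 31-base words on both strands, as exact matches in the reference chromosomes, with the mitochondrial genome counted apart.

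The sample mapping, the gene lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined, though the paper and its supplementary tables had been read. Named genes are the semaphorins with a peak, the genes of Supplementary Table 3 with a peak, the genes of the 10 highest-scoring peaks of each age, those of the 5 highest-scoring peaks found at both ages, up to 4 members of each list with the highest scores and clock genes with a peak in the pooled lists. Some genes and gene lists that meet this rule are not reported here. The genes of Supplementary Table 2 named beside it were chosen after their values were seen, as were the semaphorin genes named for single libraries. Alternatives were broad lists, the upper 50% of the scores, each library by itself, an overlap of 50% of the shorter peak, centers within 1 kb, peaks within 10 kb of a TSS, other E-box patterns, a window of 200 bp and Fisher's test for the gene lists. A comparison of P3 replicate 5 with P5 replicate 3, a background weighted to GC content in bins of 5%, for the pooled lists and each library, a predicted RefSeq transcript of Sema6D, a CACGTG search with 300 bp on either side, 3 corrected spellings in Supplementary Table 2 and a count of overlapping peaks of different libraries as 1 place were added after seeing the data. The code was run on simulated peaks placed at random on a part of the chromosomes, where all of 200 planted overlaps among 400 peaks were recovered. The planted peaks had the same positions in both lists, so this recovery was fixed and checks only the counting. Peaks placed at random lack the base composition of the Bmal1 peaks, so the simulation does not test how well the shifts serve as their null. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and plots matplotlib 3.10.9.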

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

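For the number of peaks, the tests of depth and of age were chosen after the result was seen, as was the division of the shared peaks by genome copies. The other tests below were set beforehand.

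The list of P3 replicate 4 holds 9543 narrow peaks, in a single-library list that the paper does not report on, and the 7.46-fold difference between the pooled ages was 1.94-fold with P3 replicate 5 against the pooled P5 list and 2.71-fold with the pooled P3 list against P5 replicate 3, where 1 library stands against 2 pooled, so more than the library left out changes in these ratios. Depth of that library is argued against, since its implied tags are 0.808 of the highest of the other 3 libraries. The peaks of P3 replicate 4 were not unusual in base composition, since they differ in GC content from shifted positions by −3.87 points, within the range of −5.61 to −2.28 of the other libraries. The base composition of its fragments was not measured, so the peaks cannot decide whether it was unusual. An effect of age acting alike on both libraries stays open, because the order of the libraries is mixed, with P3 replicate 5 at 0.707 times the peaks of P5 replicate 3 (interval from counting alone 0.649 to 0.769) and above P5 replicate 2. The lists also end at different limits. The lowest score in the list of P3 replicate 4, 2.18, amounts to 12 tags. Those of P3 replicate 5, P5 replicate 2 and P5 replicate 3 (2.59, 2.74 and 2.49) amount to 17 tags each. How many peaks of P3 replicate 4 come from its lower limit was not tested. Age, this lower limit and a property of this 1 immunoprecipitation, such as its yield, cannot be told apart with 2 libraries per age.

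Peaks were shared between libraries in few places, and those were more than chance gives, with 17 peaks of P3 replicate 5 that overlapped a peak of P3 replicate 4 against a mean of 1.15 over shifts (one-sided permutation p = 0.001, the smallest that 1000 shifts can give), except between P3 replicate 4 and P5 replicate 3, where 4 peaks against 1.65 did not pass (permutation p = 0.069). Sequence present in many copies of the genome may account for a part of these places, since 24.1% of the 29 places with a peak in 2 or 3 libraries had a median of more than 1 copy of their 31-base words, against 1.34% of the 11962 with a peak in 1 library (two-sided Fisher's exact test, p = 1.1e-07), and 48.3% against 16.0% held any word with more than 1 copy (same test, p = 5.1e-05). Exact copies in the reference chromosomes do not account for all of them, since 9 of the 17 overlapping peaks held no word with more than 1 copy, above the maximum of 5 over shifts. Copies that differ in sequence or are missing from the reference are not counted, so sequence of many copies is not excluded for these 9. The test set beforehand, on peaks found in all 4 libraries, was void, since there were 0 such peaks, and no biological explanation was tested.

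The broad list of P5 holds 13 peaks assigned to semaphorin genes. The paper gives no result from this list, although its Reporting Summary describes calling for broad regions. At P3 the semaphorin genes were named for narrow peaks, and the length and spacing of these genes are enough to give that number, with permutation p = 0.830 for 3 genes against a mean of 3.97 over shifts. The distance of the peaks from promoters is in line with this, with permutation p = 0.494 for the 1 gene within 10 kb. Binding of Bmal1 at distal elements of these genes stays open and was not tested.

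Olfactory and vomeronasal receptor genes were a negative control for the assignment of genes, taken as not expressed in retina in bulk. Supplementary Table 2 names Vmn2r78 and Olfir459 among its genes. Such receptors numbered 119 among the genes nearest to a P3 peak, against a mean of 70.7 over shifts (one-sided permutation p = 0.001, the smallest that the shifts can give, adjusted p = 0.016). This was the 1 list of 16 past the adjusted test at P3. A negative control that passes is a limit of the shifts as a null, and the permutation p of the other gene lists carry that limit. The number of receptor genes was 21 with P3 replicate 5 alone, against 18.9 over shifts, and 139 with P3 replicate 4 alone, against 169.7, so neither library by itself passed the test. The surplus passed in the broad P3 list (430 against 272, adjusted permutation p = 0.016) and among peaks within 10 kb of a TSS (61 against 34.9, adjusted permutation p = 0.016), and not for the upper 50% of the scores (30 against 34.4). Counted one by one against all annotated genes, the receptors showed no surplus, with 118 of 892 at an odds ratio of 0.583 (one-sided Fisher's exact test, p = 1).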

How the results depend on the processing

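The comparison of P3 replicate 5 with P5 replicate 3, the background weighted to GC content, the predicted Sema6D transcript, CACGTG with 300 bp on either side and the corrected spellings were chosen after the results were seen. Across alternatives, 75 values of the main comparisons kept their direction and their side of the threshold, or stayed near the main value, 8 no longer passed, 7 newly passed, 15 moved and 4 reversed, and of the values for single lists and genes 157 stayed, 5 moved, 1 no longer passed and 2 reversed. For those given below the cause was not tested. The P3 to P5 ratio of narrow peaks, 7.46, was 4.11 with broad lists, 1.94 to 19.6 with each library by itself, and 0.707 for P3 replicate 5 against P5 replicate 3. Genes shared by the ages within 10 kb of a TSS numbered 2, below the 2.68 expected from the list sizes and near the mean of 2.03 over shifts (one-sided permutation p = 0.60). Relative to shifted positions, the intergenic share at P3, 1.14, was 1.03 for the upper 50% of the scores and 0.98 to 1.04 by library, and the intron share, 0.827, was 0.973 and 0.977 to 1.05. Both no longer passed for the upper 50% and without P3 replicate 4, and reversed without P3 replicate 5. The promoter share at P3, 0.655, was 0.698 for the upper 50% and 0.517 to 0.809 by library, and no longer passed for the upper 50% and without P3 replicate 4. The exon share at P3, 0.556, was 0.739 for the upper 50%, 0.769 without P3 replicate 4 and 0.835 without P3 replicate 5, and passed only in the last of these. At P5, with broad lists, the intergenic share was 1.07, the intron share 0.939, the exon share 0.629 and the promoter share 0.452, and all 4 passed. The E-box share at P5, 31.7%, was 36.6% to 38.5% by library and passed without P5 replicate 2, and with the background weighted to GC content it passed with each P5 library by itself. It passed neither with broad lists nor for the upper 50% of the scores. The gene lists past the adjusted threshold at P3 numbered 1 in the main lists, 0 for the upper 50% of the scores, 0 with either library by itself and 2 with Fisher's test, and at P5 0 and, with Fisher's test, 1. Olfactory and vomeronasal receptors at P3, 119, were 30 for the upper 50% and 21 to 139 by library, below the shifted mean in the former and without P3 replicate 5. Genes of Supplementary Table 2 with a P3 peak, 60, were 63 with the corrected spellings, 36 with broad lists, 33 for the upper 50% and 14 to 41 by library, and those of Supplementary Table 3 at P5, 3, were 1 with broad lists and 0 to 3 by library. The Sema6D E-box lay 23 bp upstream of the curated TSS and 727 bp upstream of the predicted one. The overlap of P3 and P5 peaks and the overlap of replicates stayed past their tests under every alternative run. Removing peaks of a control list and using its genes as background were not run, because the list named as control pools the Bmal1 libraries. No paired analysis was possible because replicate numbers are not shared between the ages. Depth was similar, at 55.2 to 68.3 M tags per library, and with 2 libraries per age the smallest two-sided p of an exact permutation test is 0.333.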

Differences from the paper's values

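The CACGTG search with 300 bp on either side and the predicted transcript were chosen after the values were seen, and the other settings were set before the data were examined.

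Genes with a Bmal1-binding motif number 85 at P3 in the paper and 1032 here for peaks that hold the flexible motif. With the exact CACGTG the number was 45, and with CACGTG in the peak or 300 bp on either side, chosen after seeing the values, 205, and both numbers still differ from the paper's by more than 1.5 times. At P5 the paper's number is 24 and that found here is 151, or 1 with the exact CACGTG. With CACGTG in the peak or 300 bp on either side, a setting chosen after seeing the values, it was 30, which is within 1.5 times of the paper's 24, and 13 of the 16 genes of Supplementary Table 3 are not among them. Each peak counts for 1 gene only, so a gene of the paper beside a peak counted for its neighbor is not among them either. The paper's thresholds for a motif match are not given in the sources used here.

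The share of called peaks with a motif at P3 is 3.6% in the paper and 33.1% here. The paper's 85 targets are that share of its 2367 candidate sites, which are gene names, while the share here is over 3625 peaks. No alternative set before the data were examined closes this difference, with 1.27% for the exact CACGTG, 54.9% for CANNTG, 39.0% in 200 bp around the center, 32.9% for the upper 50% of the scores, 68.9% for broad peaks, and 34.9% without P3 replicate 4 and 29.2% without P3 replicate 5.

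The Bmal1 E-box of Sema6D lies about 800 bp upstream of the transcription start site in the paper and 23 bp upstream of the first curated TSS here. From a predicted RefSeq TSS at position 124090673, a choice made after seeing the values, the distance is 727 bp, and no alternative set before the data were examined applies.

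The paper's sequencing depth is 20 M, and the scores of the lists give 55.2 M tags for P3 replicate 4, 65.7 M for P3 replicate 5, 62.0 M for P5 replicate 2 and 68.3 M for P5 replicate 3, with no alternative set for these. The paper does not say whether its depth counts reads, pairs or mapped tags.

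The numbers of gene names found at 1 age did not differ by more than 1.5 times, with 2371 here and the paper's 2367 at P3, and 241 in both at P5. The paper calls these binding sites, and they are unique gene names, while the peaks number 3625 and 486. The 4 names missing from the authors' P3 list are symbols that had been turned into dates, and their common list of 221 entries holds 2 header words beside the 219 genes.

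The paper states that the target genes at P3 are enriched in semaphorin, cadherin, calcium transport, cytoskeleton, angiotensin and synaptic pathways. Against shifted peaks none of these 6 lists passed, and against all annotated genes by Fisher's test cadherins and synapse genes did, at adjusted p of 1.3e-06 and 2.7e-06. Fig. 5c gives the pathways after the selection by motif, whereas the genes here are those of all narrow P3 peaks, so the 2 gene sets are not the same. The paper states that TGF-beta pathways appear at P5, where 2 of 43 genes were found against 0.98 over shifts (one-sided permutation p = 0.27).

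The paper ranks semaphorin signaling first among the pathways at P3. Its pathways come from Ingenuity Pathway Analysis and PANTHER, and Fig. 5c gives them after the selection by motif. In the table of pathway counts among the authors' files axon guidance mediated by semaphorins has 2 genes and shares ranks 59 to 77 of 114 with the other pathways that have 2, and the submitted gene list is not named. These counts are not corrected for the number of genes in a pathway, so the table does not test the paper's ranking.

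The paper states that peaks are enriched in functional domains. At P3 introns, exons and promoters were less frequent than in shifted positions and the intergenic class was more frequent, at 65.9% against 57.8%. In P3 replicate 4 by itself introns were more frequent, at 39.8% against 37.9% (two-sided permutation p = 0.002), and the intergenic class less frequent, at 0.98 of the shifted share (permutation p = 0.034). In P3 replicate 5 by itself none of these 4 classes passed the test, with permutation p of 0.18 for intergenic, 0.61 for introns, 0.29 for exons and 0.11 for promoters.

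The paper states that Sema3A, Sema3D and Sema6D are not bound at P5, and speaks of their promoters. No list of either age holds a semaphorin peak within 1 kb of a TSS, so the lists show no loss of promoter peaks between P3 and P5. The narrow list of the pooled P5 libraries holds 0 semaphorin peaks at any distance, as the paper has it. Farther from a TSS, the narrow list of P5 replicate 3 holds 3 peaks assigned to Sema3a and Sema6d, and the pooled broad list holds peaks assigned to all 3 genes.

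The paper places Bmal1 sites in the promoters of all 3 semaphorins and a CLOCK site close to the Bmal1 E-box in Sema6D and Sema3A. CANNTG is present upstream of all 3, CACGTG only at Sema6D, and the CATATG of Sema6D starts 1392 bp from its CACGTG.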

Other observations

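The test of the highest-scoring peaks and the gene lists were set beforehand, while the peaks found in 3 libraries were singled out after their values were seen.

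No surplus of genes of angiogenesis, the process the paper studies, was detected near Bmal1 peaks. Of 50 such genes 7 were nearest to a P3 peak, against a mean of 8.36 over shifts (one-sided permutation p = 0.78), and 1 to a P5 peak, against 1.30 (permutation p = 0.74). Those at P3 include Angpt1, a ligand of the endothelial receptor Tek (score 3.39, 285 kb from the TSS), Tek itself (2.90, in intron 1, 4.82 kb from the TSS), the chemokine gene Cxcl12 (3.31, 190.2 kb) and the angiogenesis inhibitor gene Thbs2 (2.90, in intron 1, 0.76 kb from the TSS), and the 1 at P5 was Cxcr4, the receptor of Cxcl12. Markers of endothelial, mural, astrocyte, microglial and pigment cells numbered 5 of 29 at P3, against 3.27 (permutation p = 0.21), among them Tyr and Mitf, known from pigment cells, and Tek and Cdh5, known from endothelial cells, and 0 at P5, against 0.515 (permutation p for a deficit = 0.59). Markers of retinal neurons numbered 4 of 33 at P3 (Prdm13, Thrb, Prdm1 and Tfap2b), against 5.24 (permutation p = 0.84), and 1 at P5, Thrb, against 1.04 (permutation p = 0.66). Markers of retinal progenitors and Mueller glia numbered 2 of 20 at P3, Slc1a3 and Aqp4, against 2.40 (permutation p = 0.74), and 1 at P5, Aqp4, against 0.356 (permutation p = 0.31). By library these 4 lists numbered 17, 6, 13 and 4 in P3 replicate 4, against 16.7, 7.50, 10.4 and 5.69, and 1, 0, 0 and 1 in P3 replicate 5, against 2.53, 0.985, 1.57 and 0.704, and none passed after adjustment.

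At P5 further lists gave 3 other axon guidance genes (Epha4, Unc5d and Dcc) against 2.90, 0 semaphorin receptors and effectors against 0.592, 5 cadherins against 4.73, 1 actin gene (Itgb1) against 1.49, 1 angiotensin gene (Plcb1) against 0.722, and 16 olfactory and vomeronasal receptors against 9.94 (adjusted permutation p = 0.61). In P5 replicate 3 these lists numbered 5, 2, 11, 6, 3 and 27, and in P5 replicate 2 0, 0, 2, 0, 0 and 2, and none passed after adjustment.

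Repeats were less frequent in the peaks of both ages, with 26.6% of the bases repeat-masked at P3 against 34.2% in shifted positions and 26.4% at P5 against 34.0% (two-sided permutation p = 0.002 at each age). In the single libraries the share was 21.6% to 24.1%, also below shifted positions. Sequence to which no read can be mapped was not removed from the shifted positions, so the deficit cannot be read as a property of Bmal1 sites. LINE elements held 20.0% of the P3 peaks and 18.3% of the P5 peaks.

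A hypothesis was that Bmal1 sites might lie among the highest-scoring peaks and be diluted in the whole list. The flexible E-box was in 32.9% of the 362 P3 peaks in the upper 10% of the scores, against 33.1% of shifted positions (one-sided permutation p = 0.57) and a range of 28.5% to 37.9% in 95% of the shifts. With the background weighted to GC content the expected share was 32.6% (one-sided exact binomial test, p = 0.47), and in 200 bp around the center the motif was in 41.2% against 38.6% (permutation p = 0.17). No enrichment was detected, and these values do not exclude one.

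The peak at 4933405L10Rik (chromosome 8, 105718824 to 105718994 in P3 replicate 5), found in 3 of the 4 libraries, has a median of 80 genome copies of its words, and that at 4932411N23Rik (chromosome X, 126770679 to 126770849 in P3 replicate 5), also in 3 libraries, a median of 18 there and of 2 for the peak of P3 replicate 4. That at Zfp709 (chromosome 8, 71806406 to 71806576 in P3 replicate 5), the other place with a peak in 3 libraries, has a median of 1.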
